# The induction of preterm labor in rhesus macaques is determined by the  strength of immune response to intrauterine infection

**DOI:** 10.1371/journal.pbio.3001385

**Published:** 2021-09-08

**Authors:** Monica Cappelletti, Pietro Presicce, Ma Feiyang, Paranthaman Senthamaraikannan, Lisa A. Miller, Matteo Pellegrini, Myung S. Sim, Alan H. Jobe, Senad Divanovic, Sing Sing Way, Claire A. Chougnet, Suhas G. Kallapur

## Abstract

Intrauterine infection/inflammation (IUI) is a major contributor to preterm labor (PTL). However, IUI does not invariably cause PTL. We hypothesized that quantitative and qualitative differences in immune response exist in subjects with or without PTL. To define the triggers for PTL, we developed rhesus macaque models of IUI driven by lipopolysaccharide (LPS) or live *Escherichia coli*. PTL did not occur in LPS challenged rhesus macaques, while *E*. *coli–*infected animals frequently delivered preterm. Although LPS and live *E*. *coli* both caused immune cell infiltration, *E*. *coli–*infected animals showed higher levels of inflammatory mediators, particularly interleukin 6 (IL-6) and prostaglandins, in the chorioamnion-decidua and amniotic fluid (AF). Neutrophil infiltration in the chorio-decidua was a common feature to both LPS and *E*. *coli*. However, neutrophilic infiltration and *IL6* and *PTGS2* expression in the amnion was specifically induced by live *E*. *coli*. RNA sequencing (RNA-seq) analysis of fetal membranes revealed that specific pathways involved in augmentation of inflammation including type I interferon (IFN) response, chemotaxis, sumoylation, and iron homeostasis were up-regulated in the *E*. *coli* group compared to the LPS group. Our data suggest that the intensity of the host immune response to IUI may determine susceptibility to PTL.

## Introduction

Intrauterine infection/inflammation (IUI) most commonly originates in the lower genitourinary tract and ascends to the uterine cavity including the chorio-decidual space and the amniotic cavity. About 40% of preterm labor (PTL) cases are associated with IUI [1]. Importantly, the causal link between IUI and PTL is well established [2]. In a prospective PTL biomarker study, only 25% of women with increased amniotic fluid (AF) interleukin 6 (IL-6) had detection of microorganisms in the AF [3]. Thus, both intrauterine infection and inflammation can cause PTL. Currently, the rate of prematurity remains stubbornly high at about 10% of all United States of America births [4], causing 75% of perinatal mortality and 50% of the long-term morbidity [1]. Apart from maternal morbidity, IUI causes fetal inflammation and increases the risk for fetal and newborn brain, gut, and lung injury in both clinical studies and in animal models (reviewed in [5]). Although IUI is a frequent cause of PTL, about 25% to 45% of pregnancies at risk for PTL (including cases with presumed IUI) do not delivery preterm within 14 days of presentation [3,6–8]. Thus, PTL is not an invariable consequence of IUI.

What factors during IUI lead to crossing the threshold of PTL are not known. Human studies of PTL have implicated pro-inflammatory agents such as interleukin 1 (IL-1), IL-6, interleukin 8 (IL-8) and tumor necrosis factor alpha (TNFα), prostaglandins, metalloproteinases, and the alarmin HMGB1 as potential etiologic factors [2,3,9,10]. However, large unbiased proteomic or genome-wide association studies have not yielded clinical useful biomarkers of PTL [11,12]. A caveat with transcriptomic studies in both humans and animal models of PTL is that the controls often have no or very little inflammation [13,14]. Pathways leading to IUI tend to confound the analyses of PTL.

In experimental models different doses, route of administration, preparations of lipopolysaccharide (LPS), and microorganisms can lead to different responses to both intrauterine inflammation and PTL (reviewed in [15]). At low doses, intrauterine LPS may cause intrauterine and fetal inflammation but not PTL [16]. We recently reported that lower doses of LPS given by intra-amniotic (IA) route compared to intraperitoneal route trigger PTL in mice [17]. Similarly, higher doses of ultrapure LPS are needed compared to the less refined preparations (used in this study) to trigger PTL in mice [17], presumably because the less pure preparations engage more receptors than Toll-like receptor 4 (TLR4). Microbial invasion of AF with group B streptococci is a more potent inducer of PTL compared to localized chorio-decidual infection in nonhuman primates [18–20]. In our previous dose–response studies in sheep, we demonstrated that there is a plateau phase beyond the 10-mg IA LPS for intrauterine inflammation [21,22]. Sheep maternal and fetal weights at comparable gestation and AF volumes are higher by a factor of 7 to 10 compared with rhesus macaques. Previous studies in a chronically instrumented model of rhesus macaque reported intrauterine inflammation and PTL after 0.01 to 0.1 mg *Escherichia coli* sourced LPS by IA route [23]. We used a higher 1-mg IA *E*. *coli* LPS dose to simulate more plateau type responses that would not be sensitive to small changes in LPS exposure. We previously reported that this 1-mg IA injection of *E*. *coli* LPS or interleukin 1 beta (IL-1β) in pregnant noninstrumented rhesus macaques caused IUI but not PTL [24–26], with characteristics that phenocopied human chorioamnionitis [27]. *E*. *coli* is the leading cause of maternal sepsis during pregnancy [28], yet experimental models evaluating how *E*. *coli* prenatal infection impacts parturition timing remain limited. For example, while *E*. *coli* infection during pregnancy was recently shown to efficiently cause fetal wastage and congenital fetal invasion in mice, the effects on PTL were not reported, likely given the relatively short pregnancy duration in rodents compared with larger mammalian species [29]. We now report that IA injection of live *E*. *coli* causes IUI and PTL. Importantly, live *E*. *coli*–induced PTL was not rescued by antibiotics (Abx), recapitulating the lack of efficacy of prenatal Abx in reducing PTL in humans [30,31].

Thus, our 2 models of LPS-induced IUI and live *E*. *coli*–induced PTL with IUI offer unique opportunities to unravel the IUI specific pathways responsible for induction of PTL. We tested the hypothesis that quantitative and qualitative thresholds in immune response exist in subjects with or without PTL.

## Results

### New rhesus model of IUI with PTL: IA *E*. *coli* injection

*E*. *coli* was used for the studies since this organism is a prototypic invasive perinatal pathogen and a major cause of early neonatal sepsis resulting from maternal IUI [32]. In our new model of IUI, pregnant rhesus macaque were inoculated IA with live *E*. *coli* (1 × 10^6^ colony-forming unit [CFU]) at 80% to 85% of term gestation (term is approximately 165 days gestational age). PTL was monitored for 48 hours after LPS or live *E*. *coli* after which surgical delivery was performed (S1 Fig). In contrast to IA LPS causing no PTL within 48 hours, infection with IA *E*. *coli* caused PTL in 5/5 dams within 48 hours of injection (Table 1). To confirm lack of PTL in the IA LPS group, we extended the period of observation to 5 days in another set and confirmed no PTL in 0 out of 9 animals (Table 1). Furthermore, IA *E*. *coli* caused maternal bacteremia in 3/5 dams and fetal bacteremia in 100% of pregnancies (Table 2).

**Table 1:** PTL frequency after IUI in rhesus.

Agonist	Dose	Duration of exposure	Maternal weight (kg)	PTL
Saline (control)	1 ml	48 hours	8.9 ± 1.5	0/21
LPS (from *E*. *coli*)	1 mg	48 hours	8.4 ± 1.1	0/8
LPS (from *E*. *coli*)	1 mg	5 days^#^	7.48 ± 0.93	0/9
Live *E*. *coli*	1 × 10^6^ CFU	48 hours	8.8 ± 2.1	5/5**

** *p* < 0.01 versus IA LPS (Fisher exact test).

^#^ This group of animals was used only to evaluate whether an extended IA LPS exposure (i.e., 5 days) results in PTB.

CFU, colony-forming unit; IA, intra-amniotic; IUI, intrauterine infection/inflammation; LPS, lipopolysaccharide; PTB, preterm birth; PTL, preterm labor.

**Table 2:** *E*. *coli* invasion in tissue compartments.

Agonist	AF culture + (at delivery)	CD culture +	Maternal blood culture +	Fetal blood or liver culture +
Live *E*. *coli*	3/3	NA	3/5	5/5

AF, amniotic fluid; CD, chorio-decidua; NA, not analyzed.

### LPS and *E*. *coli* induce similar immune infiltration in the chorioamnion-decidua

To characterize IUI, we analyzed immune cell infiltration in the chorioamnion-decidua in different rhesus models of IUI. Myeloperoxidase (MPO^+^) neutrophils were not detected in the controls but readily detected in the chorio-decidua after LPS or *E*. *coli* exposure (Fig 1A). Additionally, *E*. *coli* induced neutrophil infiltration in the amnion (Fig 1A). In chorio-decidua, flow cytometry demonstrated that neutrophils and macrophages were the most abundant immune cells after LPS and *E*. *coli* exposures, in terms of both absolute counts (Fig 1B) and frequency (S2 Fig; gating strategy is shown in S3 Fig). Neutrophil frequency and counts were higher after *E*. *coli* compared to LPS exposure (Fig 1B, S2 Fig). Macrophage and natural killer (NK) cell frequency decreased after either LPS or *E*. *coli* exposure, but absolute counts were similar to controls (Fig 1B, S2 Fig). T-cell absolute count was higher with borderline significance (Fig 1B) in the IA *E*. *coli* group compared to saline controls (*p* = 0.06) (Fig 1B), but their frequency was similar among the treatments (S2 Fig). Natural killer T (NKT) cells frequency decreased compared to controls and B cell frequency or absolute counts did not significantly change in the LPS and *E*. *coli* groups (Fig 1B, S2 Fig). Overall, both models induced similar immune infiltration with a higher neutrophil frequency and absolute counts after IA *E*. *coli* compared to IA LPS exposure.

**Fig 1:**
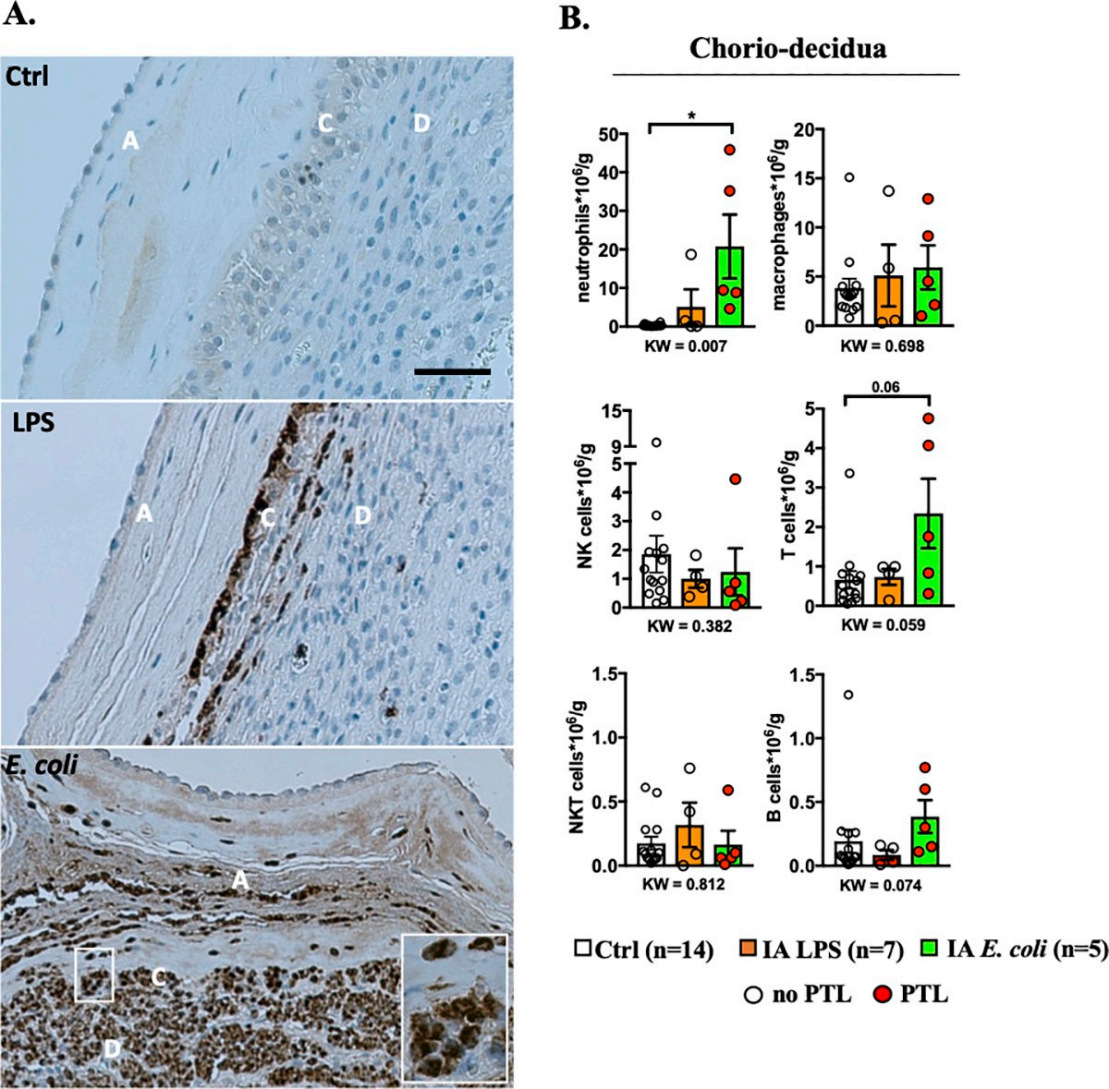
Increased neutrophil infiltration in chorio-decidua upon IA LPS or *E*. *coli* exposure. **(A)** One representative MPO staining of 4/group showing neutrophil infiltration in fetal membranes after LPS or live *E*. *coli* exposure but not in controls (amnion A, chorion C, and decidua D). Note that the LPS induced accumulation of neutrophils at the chorio-decidua junction but not in the amnion. IA *E*. *coli* injection induced neutrophil infiltration in the amnion in addition to the chorio-decidua (scale bar: 50 μm). **(B)** Chorio-decidua cell suspensions were analyzed by multiparameter flow cytometry and the different leukocyte populations were defined as indicated in S3 Fig. IA *E*. *coli* exposure increased significantly the count of chorio-decidua neutrophils that represent the major immune cell population. A slight but not significant increase in count of T cells with no changes for macrophages, NK cells and B cells compared to the control animals is observed. Cell count is expressed per gram of tissue. Red circles denote animals with PTL, while clear circles denote animals without PTL. Data are mean, SEM. A *p*-value for 3 group comparison by KW nonparametric test is shown in each panel, with post hoc analysis by DSCF method showing *p < 0.05 between comparators. See S1 Data for numerical values. DSCF, Dwass–Steel–Critchlow–Fligner; IA, intra-amniotic; KW, Kruskal–Wallis; LPS, lipopolysaccharide; MPO, myeloperoxidase; NK, natural killer; PTL, preterm labor.

### *E*. *coli* induces higher pro-inflammatory cytokines and prostaglandins in the AF compared to LPS

We determined the level of inflammation induced in the different IUI models. In comparison to controls, all of the mediators tested increased after LPS or *E*. *coli* exposure in the chorioamnion-decidua with the exception of *IL6*, which only increased in the *E*. *coli* group (Fig 2A). *IL-1*β, *CCL2*, *IL6*, and *PTGS2* expression significantly increased in the chorioamnion-decidua of *E*. *coli* group compared to LPS (Fig 2A). Endotoxin levels in the AF were significantly higher after IA *E*. *coli* compared to IA LPS (Fig 2B). Given that neutrophils were the predominant immune cells in the inflamed chorioamnion-decidua, we next examined their levels in the AF. The numbers of AF neutrophils increased comparably in both *E*. *coli* and LPS groups (Fig 2C). We then compared the cytokine responses in the AF of *E*. *coli* versus LPS groups. Levels of AF IL-1β, TNFα, and IL-6 were all significantly higher in animals inoculated with *E*. *coli* and LPS groups compared to controls, with a trend toward higher but not statistically significantly different levels in the *E*. *coli* compared to LPS group (Fig 2D). Similarly, the prostaglandins PGE2 and PGF2α increased in both groups compared to controls but, we observed 2- to 3-fold higher concentration in the AF from *E*. *coli* versus LPS animals (Fig 2E). In contrast to large increases of cytokines in the AF, the changes in maternal plasma were much more modest. *E*. *coli* and LPS exposure increased IL-6 levels in the maternal plasma but did not change IL-8, CCL2, or TNFα levels (S4A Fig). The fetal plasma IL-6 and TNFα increased slightly but significantly after LPS. Although we only had 2 samples available due to nonscheduled delivery, *E*. *coli* exposure also increased fetal plasma cytokines (S4B Fig).

**Fig 2:**
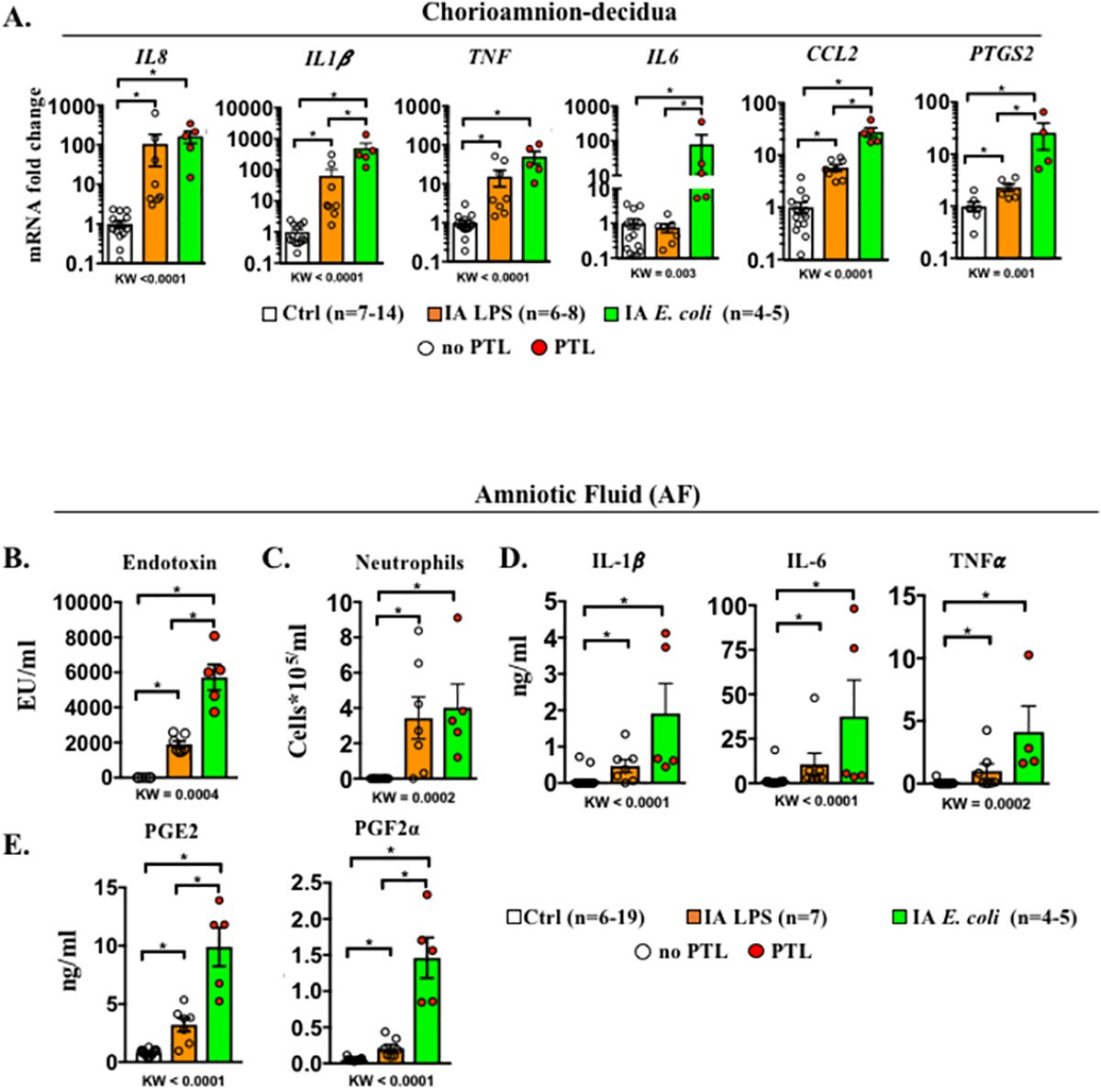
Higher inflammation in the chorioamnion-decidua and in the AF by live *E*. *coli* compared to LPS. **(A)** Chorioamnion-decidua inflammatory cytokine mRNAs in different rhesus IUI models were measured by qPCR. Average mRNA values are fold increases over the average value for the control group after internally normalizing to the housekeeping 18S RNA. AF levels of **(B)** endotoxin levels measured by limulus lysate assay, **(C)** neutrophil differential counts on cytospins, **(D)** inflammatory cytokines, and **(E)** prostaglandins. Compared to IA LPS exposure, IA *E*. *coli* exposure induced a higher expression of *IL1β*, *IL6*, *CCL2*, and *PTGS2* mRNAs in the chorioamnion-decidua, higher AF endotoxin levels, and higher prostaglandin levels in the AF. Data are mean, SEM. A *p*-value for 3 group comparison by KW nonparametric test is shown in each panel, with post hoc analysis by DSCF method showing *p < 0.05 between comparators. In the *E*. *coli* group (green bar), red circles denote animals with PTL, while clear circles denote animals without PTL. See S1 Data for numerical values. AF, amniotic fluid; DSCF, Dwass–Steel–Critchlow–Fligner; IA, intra-amniotic; IL-1β, interleukin 1 beta; IL-6, interleukin 6; IUI, intrauterine infection/inflammation; KW, Kruskal–Wallis; LPS, lipopolysaccharide; PTL, preterm labor; qPCR, quantitative polymerase chain reaction; TNFα, tumor necrosis factor alpha.

Differential up-regulation of mediators in the *E*. *coli* versus LPS groups could be due to time-dependent effects. We previously reported that IA LPS induction of intrauterine inflammation is higher at 16 hours compared to 48 hours [27]. We therefore compared key genes differentially expressed in the *E*. *coli* group with LPS exposure of 16 hours (using samples archived from our previous study [25,27] and S1 Table). Similar to the results for the IA LPS 48 hours group, *E*. *coli* induction of chorioamnion-decidua expression of *IL6* and *CCL2* was higher compared to controls, and AF prostaglandin levels were higher compared to IA LPS 16 hours (S5A and S5B Fig). These results suggest that higher induction of key mediators of IUI after IA *E*. *coli* compared to LPS may not be explained by temporal trajectories of gene expression.

### *E*. *coli* drives higher levels of inflammation in the amnion

Because *E*. *coli* but not LPS induced neutrophil infiltration in the amnion (Fig 1A), we analyzed the anatomic locations of inflammatory response. We surgically separated the amnion from the chorio-decidua. In comparison to controls, all of the mediators tested increased after LPS or *E*. *coli* exposure in the amnion with the exception of *IL6*, which did not increase after LPS exposure (Fig 3). In comparison to the LPS group, *E*. *coli* increased amnion expression of *IL-1β*, *IL8*, *TNFα*, *CCL2*, *IL6*, and *PTGS2* mRNA levels. Together, these data show that inflammation in the amnion is significantly more pronounced after *E*. *coli* compared to LPS exposure.

**Fig 3:**
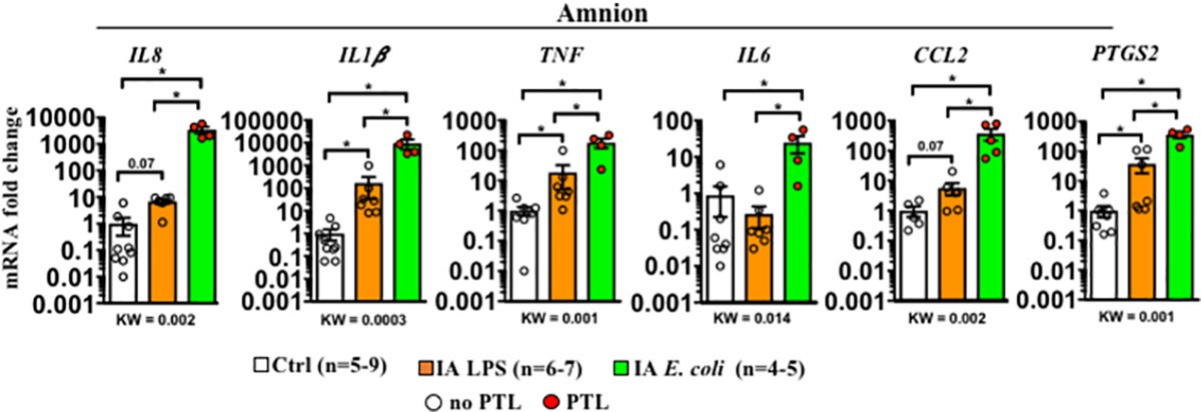
Higher inflammation in the amnion by live *E*. *coli* compared to LPS. Inflammatory cytokine mRNAs in different rhesus IUI models were measured in surgically isolated amnion tissue by qPCR. Average mRNA values are fold increases over the average value for the control group after internally normalizing to the housekeeping 18S RNA. Data are mean, SEM. A *p*-value for 3 group comparison by KW nonparametric test is shown in each panel, with post hoc analysis by DSCF method showing *p < 0.05 between comparators. Red circles denote animals with PTL, while clear circles denote animals without PTL. See S1 Data for numerical values. DSCF, Dwass–Steel–Critchlow–Fligner; IA, intra-amniotic; IUI, intrauterine infection/inflammation; KW, Kruskal–Wallis; LPS, lipopolysaccharide; PTL, preterm labor; qPCR, quantitative polymerase chain reaction.

### Abx treatment does not decrease *E*. *coli*–driven inflammation and preterm birth

To control bacteremia and thus simulate clinical situations, we added Abx treatment in another set of pregnant rhesus infected with *E*. *coli* (IA *E*. *coli* + Abx group; S6 Fig). Abx treatment with cefazolin + enrofloxacin starting 24 hours after IA *E*. *coli* effectively eradicated maternal bacteremia in 7/8 subjects based on negative cultures 1 day after starting Abx and at the end of the experiment. In one subject, there was a persistent amniotic and fetal bacteremia. None of the dams infected with *E*. *coli* developed significant fever (S7A Fig) or severe abnormality in the peripheral white blood cell count (S7B Fig). Despite the clearance of organisms in the Abx group, PTL was observed in 6/8 subjects by day 3. To understand if antimicrobial therapy also reduced inflammation, we compared select mediators in different compartments between IA *E*. *coli* and IA *E*. *coli* + Abx groups. The tested mediators were comparable between the 2 groups: neutrophil frequency and *IL6* expression in the chorioamnion-decidua (Fig 4A), I*L6* expression in the amnion (Fig 4B), and IL-6 and PGE2 levels in the AF (Fig 4C). In sum, the Abx treatment did not materially affect the pregnancy outcome and the extent of inflammation after *E*. *coli* infection.

**Fig 4:**
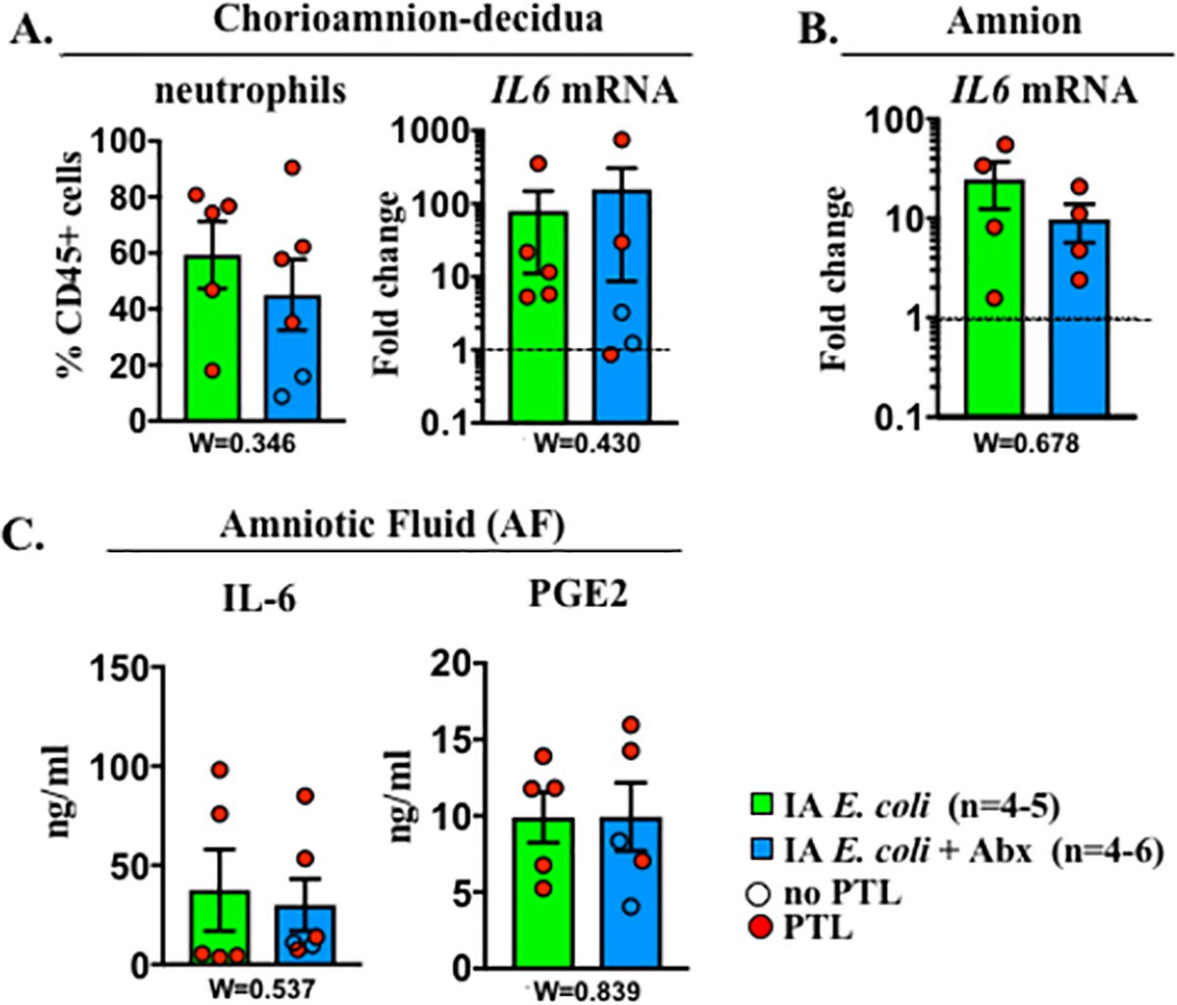
Abx treatment did not decrease *E*. *coli*–induced inflammation. The comparison groups are IA *E*. *coli* without Abx (green bar) and IA *E*. *coli* with Abx (blue bar). Red circles denote animals with PTL, while clear circles denote animals without PTL. Values were expressed as fold change value for the IA saline control group. Comparison of **(A)** chorio-amnion decidua neutrophil frequency and IL6 mRNA, **(B)** amnion IL6 mRNA, and **(C)** AF IL6 and PGE2. Dashed line represents the mean value of ctrl animals. Data are mean, SEM. Wilcoxon test (W) comparing the 2 groups was applied, and *p*-values are shown under each panel. See S1 Data for numerical values. Abx, antibiotics; AF, amniotic fluid; IA, intra-amniotic; IL-6, interleukin 6; PGE2, prostaglandin E2; PTL, preterm labor.

### Anatomical localization of *IL6* and *PTGS2* genes in the fetal membranes

Since *IL6* and prostaglandins were the key differentially expressed genes (DEGs) in the chorioamnion-decidua between *E*. *coli* +/− Abx and LPS groups (Fig 2A), we colocalized *IL6* or *PTGS2* with MPO, a marker of activated neutrophils. We used dual RNAscope fluorescence to visualize the *IL6* or *PTGS2* mRNA expression coupled with immunofluorescence to detect MPO^+^ cells. We successfully executed this method by first completing the RNA scope study on sections followed by traditional immunohistology on the same tissue section (see Materials and methods section for details). This tandem dual assay allows simultaneous target gene visualization with immunolocalization of protein of interest in situ. Samples from *E*. *coli* +/− Abx were combined because they did not show any significant differences (Fig 4). MPO^+^ cells infiltrated the chorio-decidua tissue similarly in both LPS and *E*. *coli* +/− Abx groups (Fig 5A and 5B), confirming the previous immunohistochemistry (IHC) findings (Fig 1A). However, in the amnion, MPO^+^ cells were rarely detected in the LPS group but were abundant in the *E*. *coli* +/− Abx group (Fig 5A–5C), again confirming IHC previous findings (Fig 1A). The majority (>80% to 90%) of PTGS2^+^ cells were also MPO^+^ both in the LPS and *E*. *coli* groups, suggesting that chorio-decidua neutrophils are a major source of prostaglandin production in the fetal membranes during IUI (Fig 5B). MPO^+^ cells in the amnion of the *E*. *coli* exposed animals also expressed PTGS2, with far fewer MPO^+^PTGS2^+^ cells in the amnion of the LPS group (Fig 5C). In contrast to the chorio-decidua being a major source of PTGS2 expression, IL6^+^ cells were exclusively present in the amnion of the *E*. *coli* +/− Abx group (Fig 5C), consistent with our quantitative polymerase chain reaction (qPCR) data (Fig 3). Notably, MPO^+^ cells did not express IL6. Rather, IL6^+^ cells morphologically appeared to be amnion epithelial cells and amnion mesenchymal cells (Fig 5A). Taken together, these observations indicate that neutrophil recruitment and PTGS2 expression in the chorio-decidua is a common feature to both LPS and *E*. *coli* +/− Abx immune response. However, neutrophilic PTGS2 expression and IL6 expression in the amnion is differentially induced by *E*. *coli* infection.

**Fig 5:**
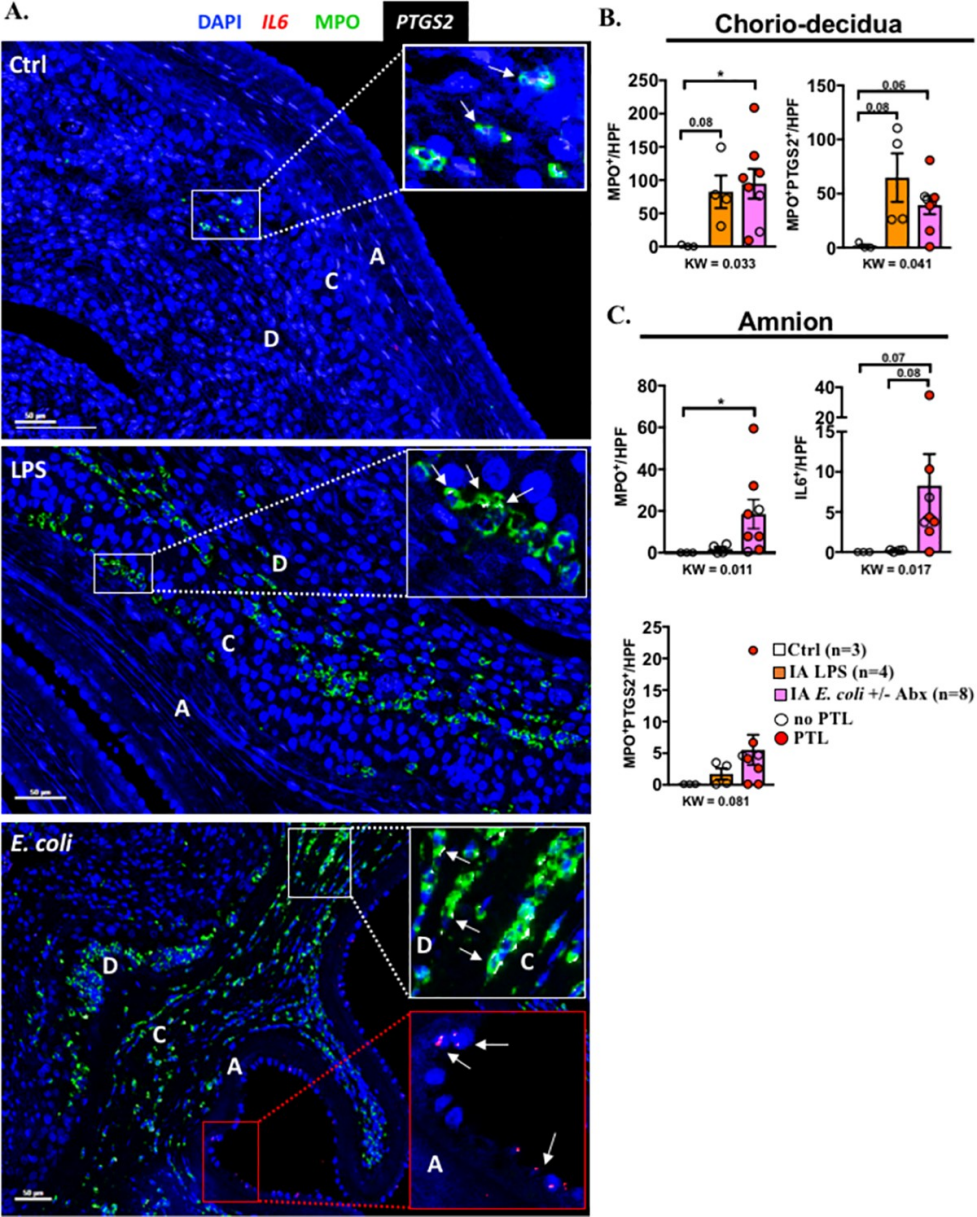
Cellular localization of *IL6* and *PTGS2* in the fetal membranes. **(A)** Representative multiplex fluorescence detection of *IL6* and *PTGS2* mRNA identified by RNAscope in situ hybridization and MPO colocalization by immunofluorescence. *IL6* is shown in red, *PTGS2* in white, and MPO in green. DAPI indicates nuclear staining (blue) in all images. A = amnion, C = chorion, and D = decidua. White arrows in the white insets indicate colocalization of MPO (green) and PTGS2 (white) in the chorio-decidua. White arrows in the red inset indicate *IL6*^*+*^ epithelial and mesenchymal cells (red) in the amnion. Quantification of the cells expressing different markers in the **(B)** chorio-decidua and **(C)** amnion. Average of 5 randomly selected HPF fields were plotted as the representative value for the animal. Counts were performed in a blinded manner. Red circles denote animals with PTL, while clear circles denote animals without PTL. Data are mean, SEM. A *p*-value for 3 group comparison by KW nonparametric test is shown in each panel, with post hoc analysis by DSCF method showing *p < 0.05 or a borderline *p*-value between comparators. See S1 Data for numerical values. Abx, antibiotics; DSCF, Dwass–Steel–Critchlow–Fligner; HPF, high-power field; IA, intra-amniotic; LPS, lipopolysaccharide; KW, Kruskal–Wallis; MPO, myeloperoxidase; PTL, preterm labor.

### *E*. *coli* induces specific pathways in chorioamnion-decidua involved in exacerbation of inflammation

To gain transcriptomic insights associated with PTL, we compared RNA sequencing (RNA-seq) analysis using the chorioamnion-decidua from the different animal groups. 

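The data behind these comparisons are counts per gene from the chorioamnion-decidua of 11 animals, of which 3 received intra-amniotic saline (control), 3 received 1 mg LPS and 5 received 1000000 CFU of live E. coli. By the sample labels, 2 of the E. coli animals had no Abx and delivered with PTL, and 3 had Abx from 24 h on, 1 of which delivered with PTL while 2 were delivered surgically on day 3 without PTL. Saline and LPS were injected at about day 130 of gestation with delivery at 48 h, and E. coli at about day 140. RNA was sequenced with single-end reads, and the authors mapped the reads with STAR 2.5.3a and counted them per gene. The strand setting, the annotation release and the sequencing run of each library are not given, so treatment, gestational age and any run cannot be told apart. In units of 1000000 counts, the libraries held 33.5 to 39.6 in control (median 37.1), 31.1 to 41.8 in LPS (median 41.4) and 27.2 to 66.8 in E. coli (median 45.4), and levels are given as CPM (counts per 1000000 counts, with library sizes scaled by TMM). The table lists 22147 genes, and the authors' normalized table leaves out 79 of them, all with names that begin with RPL or RPS, which ribosomal protein genes share with some others such as the kinase gene RPS6KA1. IGFBP1, a secreted product of decidual stroma, had the most counts over all libraries together and took 6.82 to 25.77% of the counts of each library. Genes with such names took 0.669 to 1.02% of the counts in the control and LPS libraries and 1.94 to 2.74% in the E. coli libraries. Genes were tested with edgeR's quasi-likelihood test on all 11 libraries in 1 fit with TMM normalization, and 40 gene lists fixed before the data were examined were tested with camera (preset inter-gene correlation 0.01). Camera asks whether the members of a list shift on average against the other genes, while the paper looked for terms enriched among its called genes. A gene was called at an adjusted p under 0.05.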

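In the 5 E. coli animals, lists of inflammatory genes had lower averages in the 3 with Abx than in the 2 without, and no single gene passed the test. These list tests by Abx were chosen after the values of single genes were seen. Genes of the NF-kB pathway had a median log2 fold change of -1.22 with 34 of 35 lower on average (0 called over all genes, 25 when adjusted over the list alone, adjusted p = 7.16e-51 from camera, and adjusted p = 0.157 with an estimated correlation). Inflammatory cytokines had -1.51 with 20 of 24 lower (0 called, 13 over the list alone, adjusted p = 3.81e-20 from camera, and adjusted p = 0.157 with an estimated correlation), and neutrophil genes had -1.35 with 23 of 27 lower (0 called, 13 over the list alone, adjusted p = 7.76e-23 from camera, and adjusted p = 0.144 with an estimated correlation). Other cell types moved in the same comparison, with NK cell genes higher at 1.21 (1 of 14 lower on average, adjusted p = 7.05e-09 from camera, and adjusted p = 0.314 with an estimated correlation), T cell genes higher at 0.83 (0 of 16 lower, adjusted p = 6.01e-04, and adjusted p = 0.653 with an estimated correlation) and epithelium lower at -0.44 (23 of 24 lower, adjusted p = 1.04e-04, and adjusted p = 0.653 with an estimated correlation). IL1B, the precursor of a fever-inducing cytokine, had a log2 fold change of -4.05 (standard error 0.675, adjusted p = 0.21 from edgeR, n = 3 and 2). TNF had -3.11 (standard error 0.5, adjusted p = 0.207) and the monocyte chemokine CCL2 had -3.04 (standard error 0.469, adjusted p = 0.199). For the IFN-induced genes CXCL10 and MX1 the log2 fold changes were -3.82 and -2.44, with adjusted p = 0.517 and 0.489. SUMO1 differed by 0.03 and FTH1 by -0.43, with adjusted p = 0.988 and 0.823. Across all genes edgeR called 0 (1191 at an unadjusted p under 0.05), and DESeq2, the tool the paper names, called 399. Both animals without Abx delivered with PTL and both without PTL had Abx, so the difference by Abx holds part of the difference by PTL. With PTL as a covariate, the effect of Abx rests on the 1 animal with both Abx and PTL against the 2 without Abx. That animal alone gives no spread between Abx animals, so the tests of that fit are left out.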

For these studies, we combined RNA-seq analyses from *E*. *coli* (*n* = 3) and *E*. *coli* + Abx (*n* = 2) since both had similar inflammatory response (Fig 4). Unbiased principal component analysis (PCA) of global gene expression profiles demonstrated distinct segregation of *E*. *coli* versus LPS groups (Fig 6A). 

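The 5 E. coli libraries lay apart from the 3 LPS libraries along the first principal component, with scores of 37.4 to 54.9 for E. coli and -33.0 to -13.6 for LPS. The 3 control libraries had scores of -53.9 to -49.1 on the same axis. LPS and control parted on the second component, on which controls scored from 4.9 to 44.9 and LPS animals from -53.5 to -11.5, while the E. coli animals spread from -27.0 to 25.9. The components held 44.3 and 17.6% of the variance of the rlog counts. The grouping by treatment held 44.1% of the squared distance between the E. coli and LPS libraries (exact permutation test, p = 0.0179, the smallest p that 5 against 3 allow). Gestational age and any sequencing run could not be told apart from treatment here, so this share need not be that of treatment alone. With control added as the third group the share was 56.3% (permutation test with 100000 arrangements, p = 0.00021). Leaving out any 1 library gave shares of 41.9 to 50.4% for E. coli against LPS.

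**Figure D1:**
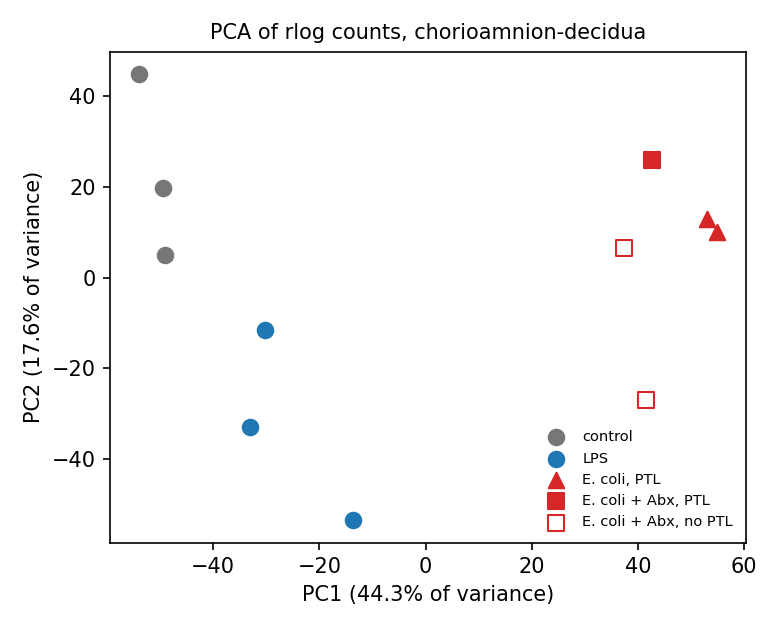
Scores of the 11 chorioamnion-decidua libraries on the first 2 principal components of the rlog counts (score units, axis labels give the percent of variance). Grey points are control, blue points LPS and red symbols E. coli, with squares for Abx and open symbols for no PTL. The E. coli libraries score from 37.4 to 54.9 on PC1 and all the others below 0.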

Interestingly, profiles for *E*. *coli* only and *E*. *coli* + Abx clustered together (Fig 6A), consistent with our previous findings (Fig 4). 

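The 3 libraries from E. coli + Abx animals had first-component scores of 37.4, 41.5 and 42.6, and the 2 from E. coli animals without Abx had 53.0 and 54.9, all on the side away from LPS. Within E. coli, the closest pair of libraries was animals 141 and 147, both without Abx (r = 0.9961 across genes, Euclidean distance 62.2), followed by 141 and 146, which differ in Abx and share PTL (r = 0.996, distance 62.9). The most distant pair was animal 147, without Abx, and animal 149, with Abx and no PTL (r = 0.9925, distance 86.0). Abx accounted for 31.0% of the squared distance among the 5 libraries (exact permutation test, p = 0.2), where the smallest p that 3 against 2 allow is 0.1. The permutation test could thus not reach 0.05 with these numbers of animals. Genes are not independent replicates, so the correlations describe the pairs only.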

Heatmaps of DEGs demonstrated distinct profiles in *E*. *coli* versus LPS groups (Fig 6B). 

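Among called genes with at least 1 CPM in both groups and no overlap between them, the largest rises in E. coli over LPS were of the translation machinery. EEF1A1, the elongation factor that brings aminoacyl-tRNA to the ribosome, had 3670 ± 537 CPM (SD, n = 5) in E. coli and 4.59 ± 0.831 (SD, n = 3) in LPS, a log2 fold change of 9.63 (standard error 0.348, adjusted p = 3.77e-08 from edgeR). It was followed by RPL23A, RPS18, RPL7A, RPL12, RPL19, RPS13, RPL32 and RPL31 and by the gene named RPS3A, all ribosomal proteins, with log2 fold changes of 6.20 to 8.44. These genes have near-identical processed copies in the genome, so how many of their reads were counted on them is uncertain. A difference in preparation or counting between the libraries could also not be told from a response to E. coli. In controls EEF1A1 stood at 3.25 ± 0.807 CPM (SD, n = 3), close to its level in LPS. Of 15818 genes tested, 1277 were higher and 1570 lower in every E. coli library than in every LPS library. This is 18.0% of the genes, where a random split gives 3.6% on average. Genes are not independent, so a single split can lie far from that average, and the other splits were not counted in this way.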

Importantly, the replicates within each group were similar, demonstrating the consistency of the findings (Fig 6B). 

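Libraries of E. coli animals resembled each other more than they resembled those of LPS animals. Pairwise correlations of rlog counts across genes ran from 0.9944 to 0.9969 among the 3 control libraries, from 0.9935 to 0.9958 among the 3 LPS libraries and from 0.9925 to 0.9961 among the 5 E. coli libraries. Between E. coli and LPS libraries they ran from 0.9863 to 0.9912, below every pair within a group. Between control and LPS libraries they ran from 0.9863 to 0.9953, which overlaps the pairs within groups. SUMO2 varied little between animals of a group, at 41.4 ± 3.57 CPM in E. coli (SD, n = 5) and 12.6 ± 1.70 in LPS (SD, n = 3). IL1B varied widely in both, at 231 ± 314 in E. coli and 121 ± 193 in LPS. Genes are not independent replicates, and the correlations are across genes.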

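Between the 5 E. coli and the 3 LPS animals, 1904 of 15818 genes were called by edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p under 0.05). Of the gene lists, cytosolic ribosomal proteins had the most called members, with 54 of 68 higher, 0 lower and 14 not passed (56 higher when adjusted over the list alone). Of the 1904 genes, 1666 were also called in the same direction between E. coli and control, and for 1494 the log2 fold change between LPS and control was under 0.5 in size. Among the immune lists, 0 of 27 neutrophil genes, 0 of 18 monocyte and macrophage genes and 0 of 15 T cell genes were called by edgeR, with adjusted p = 0.829, 0.895 and 0.875 from camera for the lists. At an unadjusted p under 0.05 edgeR counted 3722 genes, and DESeq2, the tool the paper names, called 2935, of which 1897 were among the 1904. The count fell to 1413 without LPS animal 18, rose to 2393 without E. coli animal 149, was 1099 with only the 2 E. coli animals without PTL and 1455 with only the E. coli and LPS libraries in the fit.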

Comparison of *E*. *coli* versus LPS chorioamnion-decidua samples revealed 3,301 DEGs (false discovery rate [FDR] adjusted *p*-value < 0.05) (Fig 6C). 

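The genes higher in E. coli than in LPS included most of the cytosolic ribosomal proteins tested and some genes of energy metabolism. The 68 cytosolic ribosomal protein genes had a median log2 fold change of 2.24 (adjusted p = 2.48e-135 from camera, and adjusted p = 0.00165 with an estimated correlation). Of 39 genes of oxidative phosphorylation, 9 were higher, 0 lower and 30 not passed (12 higher when adjusted over the list alone), with a median of 0.10 (adjusted p = 8.94e-04 from camera, and adjusted p = 0.972 with an estimated correlation). SDHC, a membrane anchor of succinate dehydrogenase, had a log2 fold change of 6.57 (standard error 0.386) and NDUFS8, a subunit of complex I, had 2.17 (standard error 0.148). Of 18 genes of hypoxia and glycolysis, 5 were higher, 0 lower and 13 not passed (5 higher when adjusted over the list alone), among them the glycolytic enzymes PGAM1 at 4.87 and PGK1 at 1.64 (adjusted p = 2.72e-03 from camera, and adjusted p = 0.972 with an estimated correlation). In total edgeR called 638 genes at least 2-fold higher in E. coli, and DESeq2 called 845. Several of these genes, as other ribosomal and glycolytic genes, have near-identical copies, and the RPL and RPS share of counts given above differs between the same groups of libraries.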

A total of 1,415 genes were up-regulated (fold change ≥2) by *E*. *coli* compared to the LPS (Fig 7A). Gene ontology category analysis revealed that the pathways up-regulated by *E*. *coli* (representative genes) include positive regulation of chemotaxis (*CXCL3*), type I interferon (IFN) α/β receptor signaling (*IRF7*), global genome nucleotide excision repair (*SUMO1*), and iron homeostasis (*FHT1*) (Fig 7B). Moreover, 1,102 genes were down-regulated (fold change ≤1/2) by *E*. *coli* compared to LPS (Fig 7A). 

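Of the representative genes, FTH1, the heavy chain of ferritin, had a log2 fold change of 3.52 (standard error 0.381, adjusted p = 1.14e-04 from edgeR) between 5 E. coli and 3 LPS animals. IRF7, a transcription factor that amplifies type I IFN, had 3.36 (standard error 0.812, adjusted p = 0.0201). CXCL3, a neutrophil chemokine, had 2.66 (standard error 0.935, adjusted p = 0.104) and did not pass the test. Of 30 genes of chemokines and chemotaxis, 0 were called by edgeR (0 also when adjusted over the list alone), with a median log2 fold change of 0.12 (adjusted p = 0.875 from camera). Of 37 genes of the type I IFN response, IRF7 alone was called higher and 36 did not pass (0 called when adjusted over the list alone), 34 of the 37 had a positive log2 fold change, and the median was 0.57 (adjusted p = 0.336 from camera). Of 40 genes of global genome nucleotide excision repair, 5 were higher, 2 lower and 33 not passed (the same counts when adjusted over the list alone), the higher ones including SUMO1, SUMO2 and SUMO3 and the ubiquitin-conjugating enzyme UBE2N (1.34, standard error 0.124), with a median of 0.05 (adjusted p = 0.493 from camera). FTH1 lies on chromosome 14 and SUMO1 on chromosome 12 of the RefSeq annotation of the macaque genome. Both have processed copies elsewhere, which leaves uncertain how many of their reads were counted on them. IRF7 was no longer called without LPS animal 15, 17 or 18 (adjusted p = 0.0642, 0.0789 and 0.0891, log2 fold changes of 3.51, 3.35 and 3.22), with only the E. coli and LPS libraries in the fit (adjusted p = 0.0515) or with only the E. coli animals without PTL (adjusted p = 0.0823), and CXCL3 was called without LPS animal 15 (adjusted p = 0.0258) and by DESeq2 (adjusted p = 0.0269). Taking only the E. coli animals without Abx, camera called the chemotaxis and IFN lists higher than in LPS (adjusted p = 0.0157 and 6.3e-07), and 8 other lists, among them epithelium higher (1.46e-04) and proliferation lower (6.51e-03), and without animal 150 the IFN list (adjusted p = 0.01). With all 5 animals each of these lists had adjusted p = 0.972 with an estimated correlation. From such pathways the paper concludes that live E. coli, compared with LPS, differentially regulates chemotaxis, type I IFN, sumoylation and iron homeostasis.

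**Figure D2:**
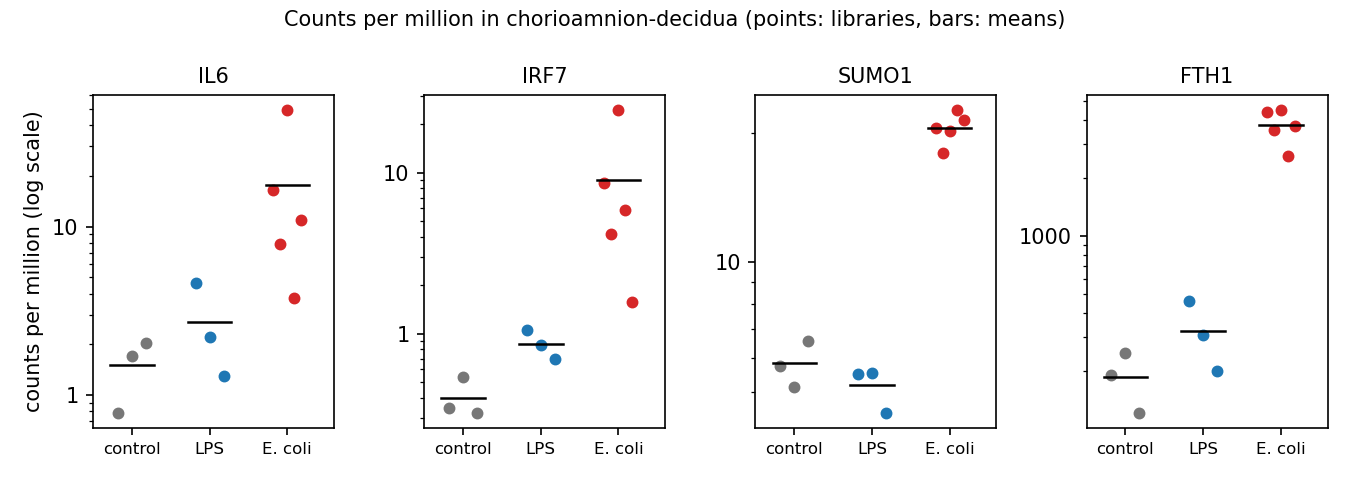
CPM of IL6, IRF7, SUMO1 and FTH1 in each library of control, LPS and E. coli (log scale, each panel with its own axis). Points are libraries and bars are group means. SUMO1 and FTH1 are higher in all 5 E. coli libraries than in the 6 others, and IL6 in E. coli overlaps LPS.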

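Among called genes with at least 1 CPM in both groups and no overlap between them, the largest fall in E. coli against LPS was that of RF01972, listed under an RNA family number, with a log2 fold change of -6.29 (standard error 0.863, adjusted p = 6.40e-04 from edgeR). It was followed by MT-ND6, a mitochondrially encoded subunit of complex I, at 31.6 ± 15.6 CPM (SD, n = 5) in E. coli and 944 ± 80.3 (SD, n = 3) in LPS, a log2 fold change of -4.91 (standard error 0.358, adjusted p = 5.97e-06 from edgeR). CDC20, an activator of the anaphase-promoting complex, had -3.96 (standard error 0.505) and IL34, a ligand of the macrophage receptor CSF1R, had -3.40 (standard error 0.336). GJB2, a gap junction protein, and CREB3L4, a transcription factor, had -3.17 (standard error 0.318) and -3.01 (standard error 0.177). SLC18A2, RAB3A, NNAT and the gene named XRCC3 were also among the largest falls, between -3.83 and -2.78. MT-ND6 is encoded on the mitochondrial strand opposite to its neighbours, and the other 5 mitochondrial genes measured had log2 fold changes of -0.33 to 0.41, none of them called. In total edgeR called 628 genes at least 2-fold lower in E. coli, and DESeq2 called 1035. With only the 2 E. coli animals without PTL the count was 400.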

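Among the called genes of ubiquitin conjugation, more were lower than higher in E. coli than in LPS, and the list as a whole did not pass the test. Of 49 members, 25 were higher and 24 lower on average, and 10 were lower, 4 higher and 35 not passed by edgeR (12 lower and 5 higher when adjusted over the list alone), with a median log2 fold change of 0.01 (adjusted p = 0.72 from camera). UBE2D1, a ubiquitin-conjugating enzyme, fell by 1.735 on the log2 scale (standard error 0.16, adjusted p = 3.41e-05 from edgeR, n = 5 and 3), and the ligase scaffolds CUL5 and CUL4B fell by 1.105 and 0.731 (adjusted p = 9.91e-04 and 6.98e-03). Of 32 genes of protein acetylation, 1 was lower, 0 higher and 31 not passed (the same counts when adjusted over the list alone). The 1 was NAA15, a subunit of the N-terminal acetyltransferase A, which fell by 0.713 (standard error 0.149, adjusted p = 8.99e-03). The median of the acetylation list was -0.02 (adjusted p = 0.895 from camera).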

The major pathway down-regulated by *E*. *coli* was posttranslational modifications (e.g., ubiquitination and acetylation) (S8A Fig). 

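Genes of splicing changed in both directions between 5 E. coli and 3 LPS animals. Of 55 members, 8 were higher, 5 lower and 42 not passed by edgeR (9 higher and 7 lower when adjusted over the list alone). The median log2 fold change was 0.09 (adjusted p = 0.11 from camera, and adjusted p = 0.972 with an estimated correlation). Without E. coli animal 150 camera gave adjusted p = 0.0338. U2AF2, which binds the polypyrimidine tract, had 3.42 (standard error 0.188) and HNRNPA1, an RNA-binding protein with many processed copies, had 3.37 (standard error 0.212), with SNRPD2 at 1.69 and SRSF1 at 1.48. Of 21 genes of protein deacetylation, 2 were higher, 1 lower and 18 not passed (the same counts when adjusted over the list alone), and camera gave adjusted p = 0.875. The histone deacetylases HDAC1 and HDAC3 had 1.23 and 0.62 (adjusted p = 8.49e-06 and 6.53e-03 from edgeR), and SIRT1, an NAD-dependent deacetylase, fell by 0.673 (adjusted p = 0.0255). The genes called with a change under 2-fold numbered 638 by edgeR. This count was 1055 by DESeq2, 328 without LPS animal 18, 343 without LPS animal 17, 371 without LPS animal 15 and 379 with only the E. coli and LPS libraries in the fit.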

The unchanged genes (fold change 1/2 < × < fold change 2) were 784 and were involved in pathways regulating the mRNA processing, splicing, and protein deacetylation (S8B Fig).

**Fig 6:**
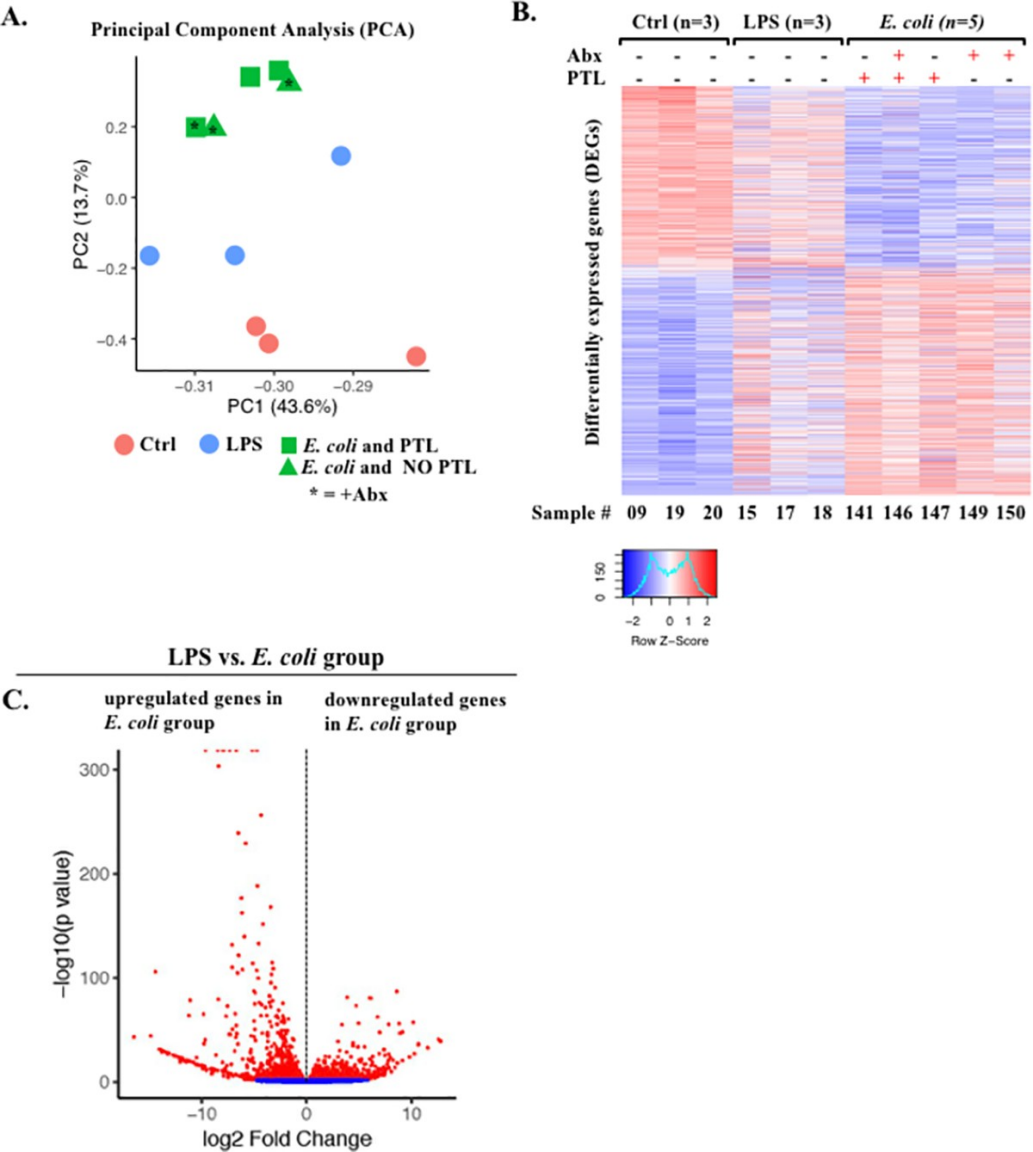
Comparative transcriptomics in chorioamnion-decidua between IA LPS and *E*. *coli* exposure. **(A)** PCA of RNA-seq data from chorioamnion-decidua tissue showing different segregation of transcriptomic profile based on exposures. **(B)** Heatmap of genes that are differentially expressed in chorioamnion-decidua cells upon different treatments showing the minimal interanimal variability within each group. **(C)** Volcano plot displaying DEGs from *E*. *coli* animals compared with LPS animals. Red dots indicate genes with FDR adjusted *p*-value <0.05. Abx, antibiotics; DEG, differentially expressed gene; FDR, false discovery rate; IA, intra-amniotic; LPS, lipopolysaccharide; PCA, principal component analysis; PTL, preterm labor; RNA-seq, RNA sequencing.

**Fig 7:**
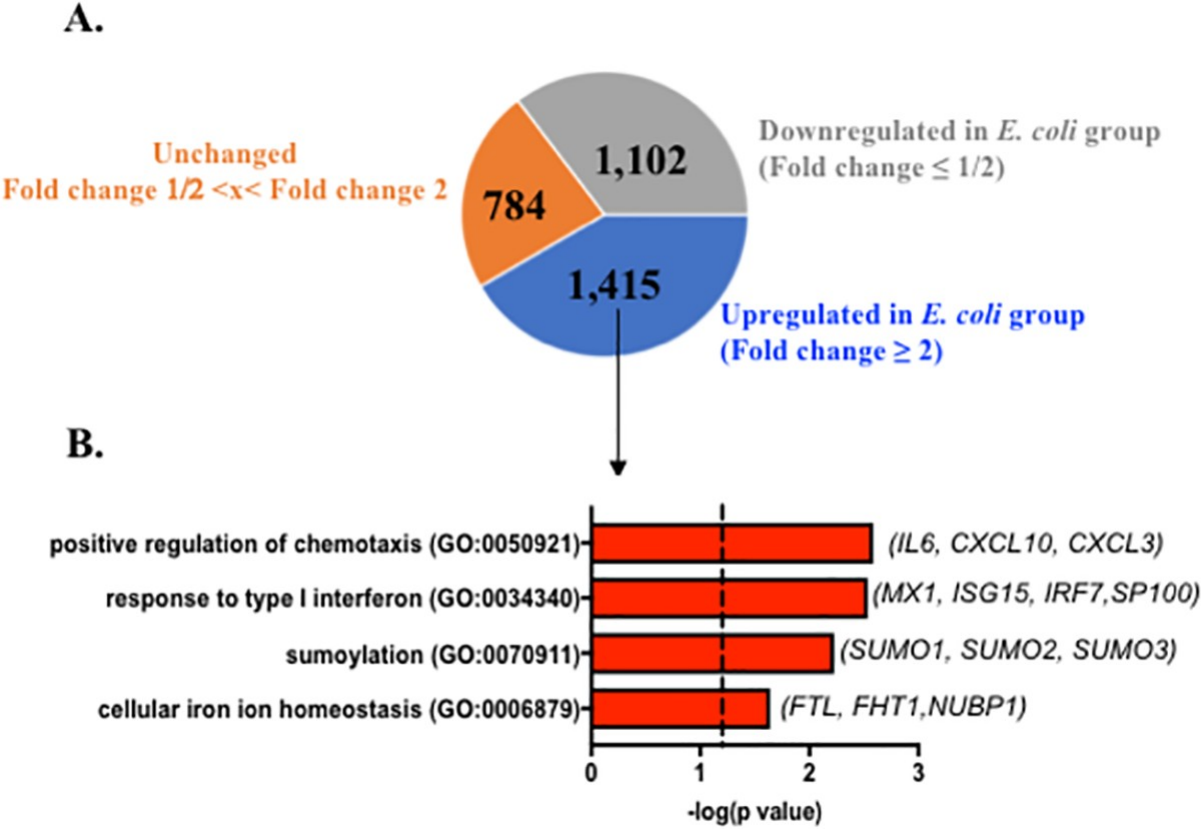
Up-regulated biological processes (GO terms) in chorioamnion-decidua by live *E*. *coli*. **(A)** Pie chart displaying DEGs up-regulated (fold change ≥2), unchanged (fold change 1/2< x < fold change 2), and down-regulated in *E*. *coli* (fold change ≤1/2) with FDR adjusted *p*-value <0.05 compared to LPS. **(B)** Biological processes significantly up-regulated in chorioamnion-decidua of *E*. *coli* treated animals compared to LPS exposure. Representative genes of the biological processes are shown in parenthesis. DEG, differentially expressed gene; GO, gene ontology; FDR, false discovery rate; LPS, lipopolysaccharide.

### Pathways for PTL induction

Within the *E*. *coli* exposed group, only 2/8 animals did not undergo PTL (both received Abx). These 2 samples gave us the opportunity to extend our transcriptomic analyses by restricting the comparison between RNA-seq analyses from chorioamnion-decidua of animals infected by *E*. *coli* with or without PTL. 

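The comparison by PTL uses the 5 E. coli libraries. The PTL group holds animals 141 and 147 without Abx and animal 146 with Abx, and the no-PTL group holds animals 149 and 150, both with Abx. Abx and outcome thus overlap in 1 animal only, and the effect of PTL within Abx rests on animal 146 against 149 and 150. The libraries of the PTL group held 27.2 to 45.6 times 1000000 counts and those of the no-PTL group 35.2 and 66.8. The share of mitochondrial counts was 1.55 to 2.27% with PTL and 0.71 and 3.19% without. Genes were tested with edgeR on these 5 libraries, on 15431 genes, with all 11 libraries in 4 groups and DESeq2 as alternatives. With 200 genes changed in simulated counts of this design, edgeR recovered 50.7% of genes set to a log2 change of 2 and 86.4% of those set to 3, with 12.6% of its calls false, while DESeq2 recovered 85.1 and 97.0% with 37.7% false. The counts were drawn with edgeR's own dispersions, which favors edgeR, so the shares of false calls do not rank the tools on the real data.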

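On the first principal component of the 5 E. coli libraries the 3 PTL animals scored -30.7, -23.5 and -15.9 and the 2 no-PTL animals 24.9 and 45.2. The first component held 39.4% of the variance and the second 22.9%, on which animals of both groups spread from -32.8 to 28.2. PTL accounted for 38.2% of the squared distance between libraries (exact permutation test, p = 0.1, the smallest p that 3 against 2 allow). Among genes, 2517 were higher and 2644 lower in every PTL library than in every no-PTL library. This is 33.4% of the 15431 tested, where a random split gives 20.0% on average. Genes are not independent, so a single split can lie far from that average, and the other splits were not counted. PTGES, the inducible prostaglandin E synthase, and ELF3, an epithelial transcription factor, were among the genes with the smallest p, at log2 fold changes of 2.14 (standard error 0.175) and 2.11 (standard error 0.155), both with adjusted p = 0.105 from edgeR.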

Despite the paucity of samples, our data of PCA of global gene expression profiles clearly demonstrated distinct clustering and heatmaps of PTL versus no PTL cases (S9A and S9B Fig). We found 1,331 up-regulated genes in PTL compared to no PTL samples (FDR adjusted *p*-value of 0.05; fold change ≥2) (S10A Fig). These genes were enriched in biological processes such as inflammatory response, regulation of IL-6, IL-1, and TNF and other cytokine production, neutrophil-mediated immunity and degranulation, nuclear factor kappa B (NF-kB) signaling, and response to type I IFN (S10A Fig). 

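No gene passed the test between 3 PTL and 2 no-PTL animals with edgeR, although genes such as PTGS2, MMP3 and CXCL1 were higher on average with PTL. PTGS2, the inducible cyclooxygenase of prostaglandin synthesis, stood at 79.8 ± 61.0 CPM (SD, n = 3) with PTL, a log2 fold change of 3.61 (standard error 0.72, adjusted p = 0.209 from edgeR). MMP3, a matrix metalloproteinase, had 5.16 (standard error 0.841, adjusted p = 0.206) and the neutrophil chemokine CXCL1 had 3.80 (standard error 0.705, adjusted p = 0.208). Of 19 genes of prostaglandin synthesis and signaling, 0 were called over all genes and 4 were higher when adjusted over the list alone, with a median of 0.64 (adjusted p = 1.30e-03 from camera, and adjusted p = 0.519 with an estimated correlation). The list was no longer called without animal 150 (adjusted p = 0.0783). Of 12 contraction-associated genes 0 were called over all genes and PTGS2 alone was higher when adjusted over the list alone, 6 were higher and 6 lower on average, and the median was -0.08 (adjusted p = 0.746 from camera). Across all genes edgeR called 0 (2178 at an unadjusted p under 0.05), limma on the normalized counts 0 (2100 at an unadjusted p under 0.05) and DESeq2 815, of which 476 were at least 2-fold higher and 206 at least 2-fold lower with PTL. DESeq2 called PTGS2 (adjusted p = 1.65e-06). Without a filter on low counts edgeR called 4 genes, ELF3, FBN2 and PTGES higher and PLA2G4E lower, and without animal 141 it called 1, DDX3Y of the Y chromosome. The paper gives sex by group of animals only, so a difference in sex between these libraries could not be told from PTL. With all 11 libraries in the fit DESeq2 called 561 genes and edgeR 0.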

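Lists of inflammatory genes had positive median differences with PTL, with 0 members called by edgeR in each. The NF-kB pathway and its targets had a median log2 fold change of 0.95 with 31 of 35 members higher on average (adjusted p = 1.74e-08 from camera, and adjusted p = 0.565 with an estimated correlation). Inflammatory cytokines had 1.51 with 19 of 24 higher (adjusted p = 7.18e-04, and adjusted p = 0.565 with an estimated correlation), including TNF at 2.71 (standard error 1.04, adjusted p = 0.344 from edgeR, and 0.0375 from DESeq2) and IL1B at 3.33 (standard error 1.46, adjusted p = 0.387). Neutrophil genes had 1.30 with 24 of 27 higher (adjusted p = 5.21e-05, and adjusted p = 0.519 with an estimated correlation), including the collagenase MMP9 at 4.02 and the receptor TREM1 at 1.37. Genes of the type I IFN response had 0.73 with 34 of 37 higher (adjusted p = 4.92e-04, and adjusted p = 0.745 with an estimated correlation). None of these lists had a member called when adjusted over the list alone. Markers of epithelium moved with them, at a median of 1.89 with 22 of 24 higher (19 higher when adjusted over the list alone, adjusted p = 1.70e-30 from camera, and adjusted p = 0.502 with an estimated correlation). With Abx as a covariate the calls ended for NF-kB (adjusted p = 0.658), cytokines (0.812) and neutrophils (0.898), and the IFN list turned to the other direction (0.99). The cytokine call also ended without animal 150 (adjusted p = 0.0632) and the IFN call without animal 147 or 150 (adjusted p = 0.152 and 0.195). The paper states that IL6, NF-kB, type I IFN and neutrophil genes were represented both here and between E. coli and LPS.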

Down-regulated genes (fold change ≤1/2) in the PTL samples were enriched in cellular response (S10B Fig), notch signaling, and T differentiation, while mRNA-related processing and posttranslational modification remained unaltered (fold change 1/2 < × < fold change 2) (S10C Fig).

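Notch and T cell differentiation genes showed no shared direction between 3 PTL and 2 no-PTL animals. Of 27 genes of Notch signaling, 0 were called by edgeR (0 also when adjusted over the list alone) and 14 were lower on average, with a median log2 fold change of -0.06 (adjusted p = 0.594 from camera). The ligand JAG1 had -0.97 (standard error 0.187, adjusted p = 0.208 from edgeR) and the receptor NOTCH3 had -1.33 (standard error 0.288, adjusted p = 0.237). Of 28 genes of T cell differentiation, 0 were called over all genes and 2 were higher when adjusted over the list alone, GATA3 at 2.39 and RUNX1 at 0.77. GATA3 is also a member of the trophoblast list, which was higher with PTL (adjusted p = 1.30e-03 from camera, and adjusted p = 0.519 with an estimated correlation), a call that ended without animal 149 (adjusted p = 0.0574). TCF7, a factor of naive T cells, had -1.93 (adjusted p = 0.344). The list's median was -0.19 while camera gave its direction as higher (adjusted p = 0.766). Of 55 splicing genes 0 were called (0 also when adjusted over the list alone) and 42 were higher on average, with a median of 0.16 (adjusted p = 0.0197 from camera, and adjusted p = 0.565 with an estimated correlation), a call that ended without animal 147 or 150 (adjusted p = 0.132 and 0.134) and with Abx as a covariate (adjusted p = 0.658). Of 49 genes of ubiquitin conjugation 0 were called in the same ways and 28 were lower on average, with a median of -0.04 (adjusted p = 0.663 from camera). NK cell genes, which hold the activating receptor KLRF1 at -3.94 (standard error 0.551, adjusted p = 0.191), had a median of -1.54 with 13 of 14 lower (1 called higher and 2 lower when adjusted over the list alone, adjusted p = 1.46e-05 from camera, and adjusted p = 0.519 with an estimated correlation), a call that ended with Abx as a covariate (adjusted p = 0.111). At an unadjusted p under 0.05 edgeR counted 2178 genes and DESeq2 called 815.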

## Discussion

Viviparous species have evolved a strategy of inflammation inducing labor [33,34]. A corollary of the inflammation hypothesis is that there is a threshold of inflammation that triggers labor [14,35]. Whether these concepts extend to inflammation-mediated PTL is not known. The peculiar anatomy of the female genital tract lends itself to vulnerability for ascension of the lower genital organisms in the upper genital space. An exuberant immune response to invading pathogens can incur collateral tissue injury and PTL [36]. Therefore, the host immune system must balance the risk of inflammation induced PTL with protection from infectious organism. Although maternal bacteremia is not very common, *E*. *coli* infection is a leading cause when it occurs and can have devastating consequences both to the mother and the fetus [28]. In a mouse model, pregnancy was associated with higher susceptibility to *E*. *coli* infection compared to virgin mice [29]. To gain insights into the pathogenesis of PTL, we used nonhuman primate models of IUI with and without PTL (with or without *E*. *coli* infection) simulating human chorioamnionitis. We suggest that both the magnitude of inflammation and activation of certain pathways (e.g., IL-6, CCL2, and prostaglandins) play a key role in triggering PTL (Fig 8).

**Fig 8:**
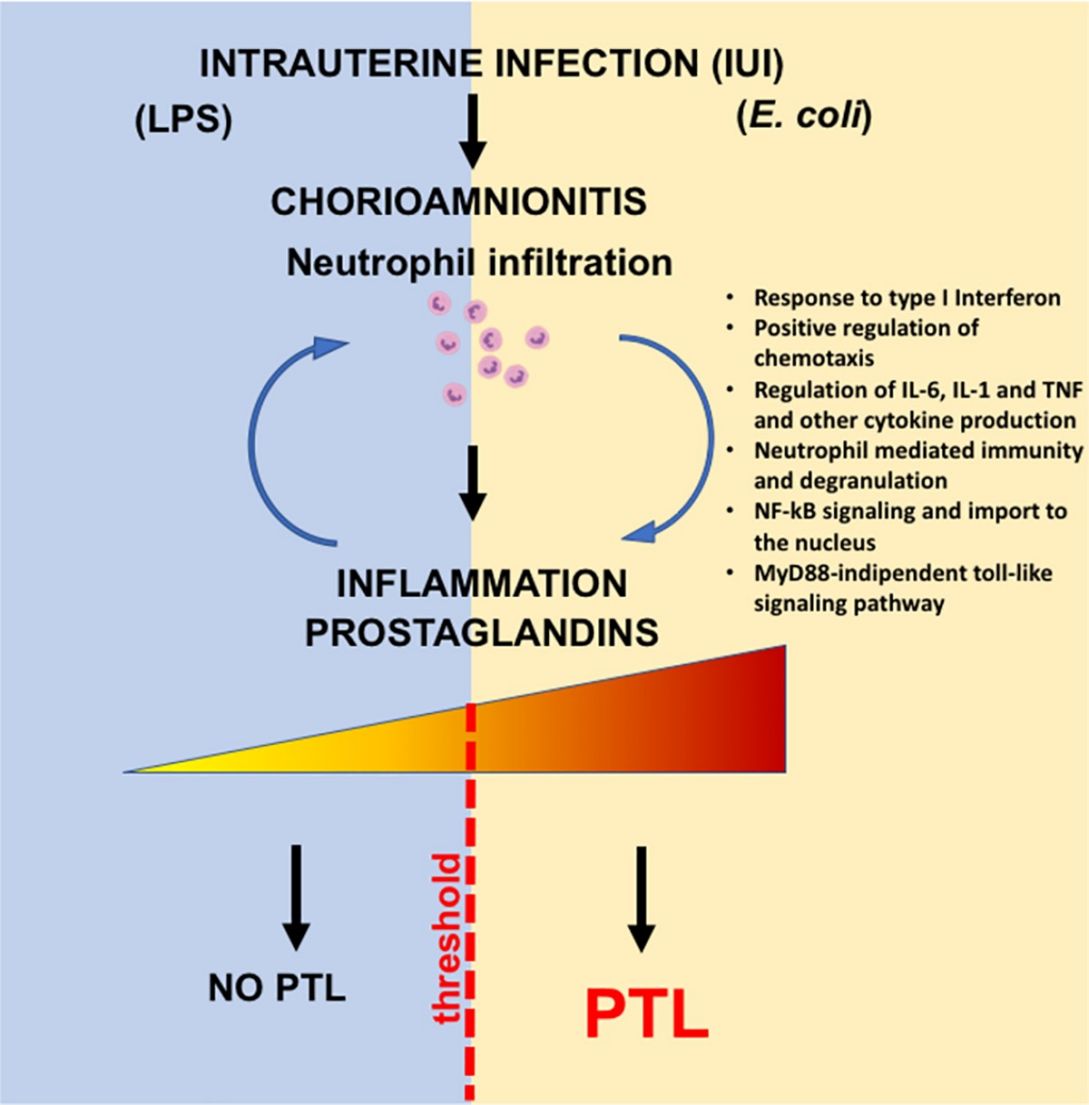
Working model: IUI is a major risk factor for PTL. Chorioamnionitis is the hallmark feature of IUI and is typically characterized by the infiltration of neutrophils into the fetal membranes. Evidence suggests that the extent of bacterial colonization, route of infection, and the stimulatory capacity of the bacteria all play key roles in the activation of pro-inflammatory signaling cascades that induce production of pro-inflammatory cytokines (e.g., IL-6) and chemokines (e.g., CCL2). The intensity of immune response is a key player for the outcome of the pregnancy, which, in turn, promote prostaglandin production leading to PTL. IL-1, interleukin 1; IL-6, interleukin 6; IUI, intrauterine infection/inflammation; NF-kB, nuclear factor kappa B; PTL, preterm labor; TNF, tumor necrosis factor.

Although a number of pro-inflammatory cytokines are up-regulated both by LPS and live *E*. *coli*, IL-6 and prostaglandins levels increased significantly more after *E*. *coli*. Mice with IL6 genetic knockout have delayed increases in prostaglandins, delayed onset of normal parturition despite on time progesterone withdrawal, and resistance to LPS induced preterm delivery [37,38]. In humans, higher AF IL-6 predicted earlier preterm delivery [3,39]. However, exogenous administration of IL-6 alone did not induce PTL in either mice or rhesus macaques [40,41]. Thus, IL-6 signaling in the context of an inflammatory response seems to be required to trigger PTL. A number of different knockouts for genes in the prostaglandin signaling pathway in mice demonstrates the critical need for prostaglandin signaling in lysis of the corpus luteum of the ovary, leading to progesterone withdrawal and normal parturition in mice [42]. In humans, prostaglandin levels increase prior to parturition and administration of prostaglandins can induce PTL [43,44]. Thus, IL-6 and prostaglandin differentially up-regulated by *E*. *coli* being potential factors for causing PTL is strongly supported by biologic rationale.

Differential responses to inflammatory stimuli may include different cell/tissues participating and/or different quantitative or qualitative host response. We observed that neutrophil infiltration in the amnion and *IL6* expression in the amnion was present after live *E*. *coli* stimulation but not after LPS injection in the AF. Histological demonstration of neutrophils in the amnion denotes a higher stage of chorioamnionitis in humans compared to neutrophils only in the chorio-decidua [45]. Although amnion cells can express *PTGS2* during normal labor [46], the source of prostaglandins during inflammation mediated PTL is not well understood. Both in our LPS and live *E*. *coli* models, we demonstrated that activated neutrophils expressing MPO were the major cells expressing inducible PTGS2 expression in the fetal membranes. Interestingly, *IL6* expression in the amnion was detected after live *E*. *coli* but not after LPS exposure. The cellular source of *IL6* was amnion epithelial cells and amnion mesenchymal cells with no contribution from the infiltrating neutrophils.

The quality and quantity of signals that trigger different inflammatory response at the maternal fetal interface are not well explored. Innate immune cells are known to modulate their responses based on input stimuli. As an example, the dynamics of NF-kB activation in macrophages depends on which pattern recognition receptor (PRR) signaling is triggered and whether a combination of PRRs are signaled [47]. Consistently, in our study, live *E*. *coli* with a combination of different PRRs induced a higher expression of IL6 and some type I IFN responsive genes in the fetal membranes compared to LPS alone. 

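IL6, the cytokine that drives the acute-phase response, stood at 17.6 ± 18.1 CPM (SD, n = 5) in the chorioamnion-decidua after E. coli, 2.71 ± 1.71 (SD, n = 3) after LPS and 1.52 ± 0.656 (SD, n = 3) in controls. Its log2 fold change between E. coli and LPS was 2.69 (standard error 0.837, adjusted p = 0.0657 from edgeR) and between E. coli and control 3.51 (adjusted p = 0.0154). The IFN-responsive genes MX1, ISG15 and CXCL10 stood at 27.2 ± 30.7, 5.16 ± 5.97 and 9.84 ± 12.3 CPM after E. coli (SD, n = 5) and at 8.28 ± 2.15, 1.19 ± 0.242 and 1.85 ± 1.14 after LPS (SD, n = 3). Their log2 fold changes were 1.71, 2.10 and 2.39, with adjusted p = 0.234, 0.149 and 0.341. SP100, a nuclear body protein, stood at 94.3 ± 23.7 and 65.8 ± 6.39, a log2 fold change of 0.51 (adjusted p = 0.144). IL6 was called without E. coli animal 149 (adjusted p = 0.0279) and by DESeq2 (adjusted p = 2.75e-03), and SP100 without E. coli animal 150 (adjusted p = 0.0343), and DESeq2 called ISG15 (adjusted p = 0.0335). In the 3 E. coli animals with PTL against LPS, edgeR called IL6, MX1, ISG15 and SP100 (adjusted p = 0.0263, 0.0341, 0.0198 and 0.0483). In the 2 E. coli animals without Abx against LPS, edgeR called IL6, MX1, ISG15, CXCL10 and SP100 (adjusted p = 0.0177, 0.0108, 0.0172, 0.0221 and 0.017).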

Another mechanism that might explain a higher inflammatory response with live organism is that bacterial mRNA is known to induce a more potent innate immune response [48]. Effector cells in the host can mount a tiered inflammatory response by switching on or off specific modules of transcription factors in response to different signals [49]. Important classes of transcription factor differentially regulated by live *E*. *coli* include regulation of chemotaxis, type I IFN axis, sumoylation, and iron homeostasis (Fig 7).

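Of the lists for chemotaxis, type I IFN, sumoylation and iron homeostasis, sumoylation had the most called members. Of its 22 genes, 4 were higher, 1 lower and 17 not passed by edgeR between E. coli and LPS (the same counts when adjusted over the list alone). The median log2 fold change was 0.07 (adjusted p = 0.336 from camera, and adjusted p = 0.972 with an estimated correlation). The test fry, which asks whether the genes move on balance one way, gave adjusted p = 8.55e-03. The 1 lower was the SUMO protease SENP7, which fell by 0.945 (standard error 0.193, adjusted p = 7.79e-03 from edgeR, n = 5 and 3). The paper's 13 representative genes, chosen on these samples and so not independent evidence of their direction, had 6 called higher (11 when adjusted over the list alone) and 13 higher on average, with a median of 2.10 (adjusted p = 4.58e-07 from camera, and adjusted p = 0.458 with an estimated correlation). Beside the 6, which are the SUMO and ferritin genes and IRF7, the iron-sulfur cluster factor NUBP1 had 0.58 (standard error 0.186, adjusted p = 0.076). NUBP1 was called without E. coli animal 150 (adjusted p = 0.0113) and by DESeq2 (adjusted p = 0.0188). The chemokine CCL19, which guides T cells and dendritic cells, had 3.29 (standard error 1.06, adjusted p = 0.0745).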

Using genetic knockout mice and antibody neutralization, we previously demonstrated that type I IFN axis primes LPS responses on maternal hematopoietic cells, increase the expression of *IL6* and *TNF*, and increase susceptibility to preterm birth [38]. Furthermore, we observed that type I IFN priming of LPS responses are conserved in nonhuman primates and humans [38]. Type I IFN signaling can also increase the chemoattractant CXCL10-driven neutrophil recruitment to the site of inflammation [50]. Thus, the higher type I IFN response in live *E*. *coli* may be an important driver of PTL in our study.

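Within the type I IFN response, IRF7 stood at 8.96 ± 9.08 CPM (SD, n = 5) in E. coli, 0.865 ± 0.18 (SD, n = 3) in LPS and 0.401 ± 0.116 (SD, n = 3) in control. IFIT1, an IFN-induced RNA sensor, had a log2 fold change of 1.68 between E. coli and LPS (standard error 0.581, adjusted p = 0.0983 from edgeR). The 3 E. coli animals with PTL had IRF7 at 12.4 ± 10.7 CPM (SD, n = 3), MX1 at 40.0 ± 35.5 and ISG15 at 7.74 ± 6.80. Between PTL and no PTL the log2 fold changes were 1.76 for IRF7 (standard error 0.942, adjusted p = 0.46), 2.33 for MX1 (standard error 0.966, adjusted p = 0.365), 2.61 for ISG15 (standard error 0.842, adjusted p = 0.312) and 1.96 for IFIT2 (standard error 0.579, adjusted p = 0.29). DESeq2 called ISG15 by PTL (adjusted p = 0.0139). Whether the response of PTL animals differs from that of no-PTL animals beyond Abx rests on 1 animal.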

Sumoylation is a posttranslational modification by small ubiquitin–like modifiers (SUMOs) proteins that regulates innate immune response predominantly by negative regulation of interferon regulatory factor (IRF), type I IFN responses, and inflammation [51–53]. 

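All 3 SUMO genes, whose products are attached to proteins as a regulatory tag, rose in E. coli over LPS. SUMO1 stood at 20.5 ± 1.71 CPM (SD, n = 5) in E. coli, 5.17 ± 0.612 (SD, n = 3) in LPS and 5.82 ± 0.714 (SD, n = 3) in control, a log2 fold change of 1.98 over LPS (standard error 0.152, adjusted p = 8.14e-06 from edgeR). SUMO2 rose by 1.71 (standard error 0.138, adjusted p = 1.27e-05) and SUMO3 by 1.39 (standard error 0.163, adjusted p = 2.05e-04), SUMO3 from 7.74 ± 0.133 to 20.4 ± 2.19 CPM. Each was higher in all 5 E. coli libraries than in the 6 others. Between LPS and control they had log2 fold changes of -0.18, 0.01 and 0.03, none of them called, and between PTL and no PTL of -0.17, 0.00 and 0.25. The SUMO genes have processed copies that can share their reads.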

Our data suggest that *E*. *coli* increased the SUMO gene expression in the fetal membranes, which would be expected to decrease inflammation. This is counter to the increased inflammation observed in our study. However, SUMO expression is increased in the placenta in preeclampsia and chorioamnionitis [54,55]. Since sumoylation regulates function of a vast array of proteins, more work is needed to precisely understand how SUMO genes regulate inflammation during PTL.

Inflammation has a potent effect on iron homeostasis. Known as hypoferremia of inflammation, the cytokine-driven increase in hepcidin, largely mediated by IL6, decreases iron transport into plasma [56]. The net effect is to decrease availability of non-transferrin–bound free iron, which stimulates the growth of certain pathogenic bacteria. We recently demonstrated that in a rhesus macaque model of IUI induced by LPS, the fetus responded by rapidly up-regulating hepcidin and lowering iron in fetal blood, without altering AF iron status [57]. The present study demonstrates a differential regulation of genes involved in iron homeostasis after live *E*. *coli* exposure. 

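Both ferritin chains, which store iron, rose in E. coli over LPS. FTH1 stood at 3750 ± 763 CPM (SD, n = 5) in E. coli, 325 ± 133 (SD, n = 3) in LPS and 187 ± 62.9 (SD, n = 3) in control, and FTL at 1110 ± 62.4, 247 ± 126 and 163 ± 51.6. FTL had a log2 fold change over LPS of 2.16 (standard error 0.349, adjusted p = 1.85e-03 from edgeR). FBXL5, the iron-sensing subunit of a ubiquitin ligase, fell by 0.726 (standard error 0.186, adjusted p = 0.0267). These 3 were the called members of 28 genes of iron homeostasis, so that 2 were higher, 1 lower and 25 not passed (the same counts when adjusted over the list alone). The list had a median log2 fold change of 0.09 (adjusted p = 0.72 from camera). Ferritin genes have many processed copies, which leaves uncertain how many of their reads were counted on them.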

Overall, the findings suggest that the effects of iron homeostasis are likely due to bacterial infection from an invasive organism and innate host defense response.

Although reproductive anatomy, endocrinology, and immunology are similar in both rhesus macaques and humans, some limitations of our study should be noted. While both IA LPS and live *E*. *coli* induced IUI, there are differences in dose of LPS exposure in these models. Our previous studies in the sheep demonstrated that IA LPS has an apparent half-life of about 29 hours [58]. On the contrary, live *E*. *coli* grows quite robustly in the AF. Thus, the levels of LPS decline over time with IA LPS and increase with live *E*. *coli* organisms. At the end of the experiment, the endotoxin level in the AF were about 3-fold higher in our infection model compared with IA LPS. Thus, some of the differential effects on gene expression could be due to the different dose exposure to LPS in these 2 models. However, neutrophil counts and many cytokines in the AF were similar, suggesting that comparisons are still valid. Although *E*. *coli* is a common perinatal pathogen, the most common cause of IUI where microorganisms are identified are the Ureaplasma species [15]. Thus, our findings may not be generalizable to all cases of IUI with PTL.

A relatively large number of genes are differentially regulated (both up and down) in the chorioamnion-decidua of LPS versus live *E*. *coli* exposed rhesus macaques. However, in both screens (LPS versus live *E*. *coli* and animals undergoing PTL versus no PTL within the *E*. *coli* exposed group), only a handful of differentially regulated pathways were represented. 

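Of 40 gene lists, camera called 4 between E. coli and LPS, all higher, and 20 between PTL and no PTL, 16 higher and 4 lower. The 3 called in both were the paper's representative genes and hypoxia and glycolysis, higher in each, and oxidative phosphorylation, higher in E. coli than in LPS and lower with PTL (median -0.21, adjusted p = 1.81e-03 from camera, and adjusted p = 0.519 with an estimated correlation). The hypoxia and glycolysis list had a median of 0.80 with PTL, 18 of 18 members higher on average (adjusted p = 2.04e-07 from camera, and adjusted p = 0.519 with an estimated correlation), with 0 called over all genes or over the list alone, including the glucose transporter SLC2A3 at 1.96 (standard error 0.424, adjusted p = 0.237 from edgeR). The representative genes had a median of 0.42 with PTL (adjusted p = 7.58e-03 from camera, and adjusted p = 0.519 with an estimated correlation), a call that ended without animal 150 (adjusted p = 0.0666) and with Abx as a covariate (adjusted p = 0.646). The paper chose the representative genes as higher in E. coli than in LPS in these samples, so their call there is no independent evidence. The hypoxia and glycolysis call between E. coli and LPS ended with only the E. coli animals without PTL (adjusted p = 0.137). Cytosolic ribosomal proteins, the list with the smallest p between E. coli and LPS, had a median of 0.00 between PTL and no PTL (adjusted p = 0.997 from camera, 34 of 68 members higher). With an estimated correlation 1 of the 4 lists kept its call between E. coli and LPS, and 0 of the 20 between PTL and no PTL.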

In both screens, IL6, NF-kB, type 1 IFN, and neutrophil-mediated immunity genes were represented. 

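IL6 had a positive log2 fold change in both comparisons, and by PTL it was 1.73 (standard error 0.904, adjusted p = 0.45 from edgeR), from 24.4 ± 21.7 CPM (SD, n = 3) with PTL and 7.35 ± 5.04 without (SD, n = 2). In the comparison of E. coli with LPS, the NF-kB list had a median of 0.32 with 27 of 35 members higher on average (adjusted p = 0.875 from camera), and 2 members were called lower, the kinases MAP3K7 and CHUK, which fell by 0.497 and 0.533 (adjusted p = 0.0101 and 0.0155 from edgeR). Neutrophil genes had a median of 0.02 between E. coli and LPS, with 14 of 27 higher, and the myeloperoxidase gene MPO had a log2 fold change of 0.02 (standard error 0.727, adjusted p = 0.992). The neutrophil list was called higher in E. coli without LPS animal 15 (adjusted p = 2.01e-04 from camera), the LPS library in which IL1B stood at 344 CPM. The NF-kB list was called with only the E. coli animals without Abx (adjusted p = 4.62e-05 from camera). With all libraries, the neutrophil and NF-kB lists each had adjusted p = 0.972 with an estimated correlation. Whether the NF-kB and neutrophil differences by PTL are larger than those between E. coli and LPS was not tested.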

In sum, our findings shed light on the role of both qualitative and quantitative changes in the regulation of the thresholds of inflammation. Our findings combined with prior studies incriminate these pathways in the pathogenesis of inflammation mediated PTL.

## Materials and methods

### Animals

Normally cycling, adult female rhesus macaques (*Macaca mulatta*) were time mated. At approximately 130 days of gestation (approximately 80% of term gestation), the pregnant rhesus received either 1-ml saline solution (*n* = 21) or 1-mg LPS (Sigma-Aldrich, St. Louis, Missouri, USA) in 1-ml saline solution (*n* = 8). Another group of pregnant animals received live uropathogenic *E*. *coli* derived from a cystitis clinical isolate (strain UTI89) (10^6^ CFU in 1 mL) (*n* = 5) at approximately 140 days of gestation (approximately 85% of term gestation). All injections were given by ultrasound-guided IA injection (S1 Fig). In a separate set of *E*. *coli*–injected animals (*n* = 8), Abx were given starting 24 hours after bacterial injection. The Abx dosing regimen was intramuscular (IM) cefazolin 25 mg/k twice daily + IM enrofloxacin 5 mg/k twice daily. Additionally, IA injection of cefazolin (10 mg) + IA enrofloxacin (1 mg) were given once daily (S6 Fig). Efficacy of Abx was determined by AF and maternal blood cultures 1 day after the start of Abx and in maternal and fetal blood cultures at the end of the experiment. Body temperatures were monitored by an implanted subcutaneous chip (IPTT-300 implantable programmable temperature transponder, BMDS, Seaford, Delaware, USA). Readings were obtained every 12 hours by telemetry only in *E*. *coli–*infected animals (S7 Fig). Dams injected with LPS were surgically delivered 48 hours later, while dams infected with *E*. *coli* had PTL generally about 2 days after IA *E*. *coli* injection. The animals given Abx delivered preterm 2 to 3 days after *E*. *coli* injection (*n* = 6) with the remaining 2 animals delivered surgically at 3 days without PTL. Only 1 animal in the *E*. *coli* group delivered vaginally, and the remainder 4 animals were surgically delivered in active PTL. After delivery, fetuses were euthanized with pentobarbital, and fetal tissues were collected. Another group of dams with LPS were surgically delivered 16 hours later (*n* = 13). Some controls and all the LPS 16 hours and 48 hours animals were used in previous studies [25,27], while all the *E*. *coli* infection animals have not been previously reported. The animals used for each experiment and their clinical characteristics are listed in S1 Table.

### IHC

Paraffin-embedded chorioamnion-decidua sections were cut at 4-μm thickness and paraffin removed with xylene and rehydrated through graded ethanol. Endogenous peroxidase activity was blocked with 3% hydrogen peroxide in methanol for 10 minutes. Heat-induced antigen retrieval (HIER) was carried out for all sections in AR6 buffer (AR6001KT, Akoya Biosciences, Marlborough, MA, USA) using a Biocare Decloaker at 95°C for 25 minutes. The slides were then stained with against anti-human MPO (1: 3,000; Agilent Dako, Cat#: A0398, Agilent Technologies, Santa Clara, California, USA), and the signal was detected using the Dakocytomation Envision System Labelled Polymer HRP anti-rabbit (Agilent Technologies K4003, ready to use); all sections were visualized with the diaminobenzidine reaction using a VECTASTAIN ABC Peroxidase Elite kit (Vector Laboratories, Burlingame, CA, USA) and counterstained with hematoxylin.

### Chorioamnion-decidua dissection

Extraplacental membranes were dissected away from the placenta as previously described [26,27]. After scraping decidua parietalis cells with the attached chorion, the amnion tissue was peeled away from the chorion with forceps. Chorio-decidua cells were washed and digested with Dispase II (Life Technologies, Grand Island, New York, USA) plus collagenase A (Roche, Indianapolis, Indiana, USA) for 30 minutes followed by DNase I (Roche) treatment for another 30 minutes. Cell suspensions were filtered, and the red blood cells lysed and prepared for flow cytometry. Viability was >90% by trypan blue exclusion test. Tissues of fetal membranes were used for RNA analyses described below.

### Flow cytometry of chorio-decidua cells

Monoclonal antibodies (mAbs) used for multiparameter flow cytometry (LSR Fortessa 2, BD Biosciences, San Diego, California, USA) and gating strategy to identify the different leukocyte subpopulations was done as previously described [27] (S3 Fig). Cells were treated with 20 μg/mL human immunoglobulin G (IgG) to block Fc receptors, stained for surface markers for 30 minutes at 4°C in PBS, washed, and fixed in fixative stabilizing buffer (BD Biosciences). Samples were acquired within 30 minutes after the staining. All antibodies were titrated for optimal detection of positive populations and mean fluorescence intensity. At least 500,000 events were recorded for each sample. Doublets were excluded based on forward scatter properties, and dead cells were excluded using LIVE/DEAD Fixable Aqua Dead Cell Stain (Life Technologies). Unstained and negative biological population were used to determine positive staining for each marker. Data were analyzed using FlowJo version 9.5.2 software (TreeStar, Ashland, Oregon, USA).

### Chorioamnion-decidua tissue cytokine quantitative RT-PCR

Total RNA was extracted from snap-frozen chorioamnion-decidua and amnion biopsies after homogenizing in TRIzol (Invitrogen, Waltham, MA, USA). RNA concentration and quality were measured by NanoDrop spectrophotometer (Thermo Fisher Scientific, Wilmington, Delaware, USA). Reverse transcription of the RNA and quantitative RT-PCR were performed using qScript One-Step RT-qPCR Kit (Quanta BioSciences, Beverly, MA, USA) following the manufacturer’s instructions and with Rhesus-specific TaqMan gene expression primers (Life Technologies). Eukaryotic 18S rRNA (Life Technologies) was endogenous control for normalization of the target RNAs.

### RNA-seq and analysis

Total RNA was purified and treated with DNase using RNeasy mini kit following manufacturer’s recommendation (Qiagen, Valencia, California, USA). After purification, the concentration of total RNA was measured using NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific), and the quality was analyzed by the Bioanalyzer 2100 (Agilent Technologies). Samples with RNA integrity number (RIN) ≥9.0 were used for mRNA sequencing. RNA library preparation was performed at the DNA Core Facility at Cincinnati Children’s Hospital Medical Center. Single-end read sequencing by Illumina HiSeq2500 Ultra-High-throughput sequencing system (Illumina, San Diego, California, USA) was used at an average depth of 20 million reads per sample. Raw sequences were accepted once they passed the quality filtering parameters used in the Illumina GA Pipeline.

The reads were mapped with STAR 2.5.3a to the *M*. *mulatta* genome (Mmul 8.0.1). The counts for each gene were obtained using quantMode GeneCounts in the STAR commands, and only counts for the featured genes were reserved. Differential expression analyses were carried out using DESeq2. PCA analysis were performed on the rlog counts from DESeq2 using the R function prcomp. Volcano plots were made for the results from the differential expression analyses. Heatmaps were plotted on the log2 value of the normalized counts. Inference of biological processes were generated using Enrichr [59].

### IL6, PTGS2 mRNAs, and MPO staining

RNAscope (RNAscope Fluorescent Multiplexed Reagent Kit, Advanced Cell Diagnostics, USA) was used as per manufacturer’s protocol and adjusted for dual detection of mRNA and protein. RNAscope Multiplex Fluorescent Reagent Kit V2 (323100, RNAscope, Advanced Cell Diagnostics) was used according to manufacturer’s protocol to label mRNAs for *IL6* and *PTGS2*. Moreover, 5-μm paraffin-embedded sections of the chorioamnion-decidua tissue were stained with positive controls (300040, Advanced Cell Diagnostics), negative controls (320871, Advanced Cell Diagnostics), and probes for targeting Rhesus PTGS2 (497758-C2, Advanced Cell Diagnostics) and Rhesus IL6 (310378, Advanced Cell Diagnostics). Probes were fluorescently labeled with Opal 570 Reagent (Akoya Biosciences, FP1488001KT) and Opal 620 Reagent (Akoya Biosciences, FP1487001KT) and stained with DAPI (4′,6-diamidino-2-phenylindole) to demarcate the nucleus. Following completion of the RNAscope protocol, sections were immunolabeled using a rabbit anti-MPO polyclonal affinity purified antibody (1: 500; Dako Omnis, A0398) and incubated with Dako anti-rabbit HRP polymer (Agilent Technologies K4003) and then conjugated with Opal 690 Reagent (Akoya Biosciences, FP1497001KT). Then slides were digitalized on a Leica Aperio Versa (Leica Biosystems, Vista, California, USA).

### Cytokines and prostaglandins ELISA

Cytokine/chemokine concentrations in AF, fetal, and maternal plasma were determined by Luminex using nonhuman primate multiplex kits (Millipore, Burlington, MA, USA). Lipids were extracted from the AF using methanol to measure prostaglandins PGE2 (Oxford Biomedical Research, Oxford, Michigan, USA) and PGF2α (Cayman Chemical, Ann Arbor, Michigan, USA).

### Endotoxin assay

Endotoxin level in the AF was determined by Limulus Amebocyte Lysate Assay (LAL; Lonza Gampel, Gampel-Bratsch, Switzerland) according to the test procedure recommended by the manufacturer’s instructions.

### Statistics

Summary statistics for continuous variables were expressed as means ± SEM. We tested overall difference among 3 groups (Control, IA LPS, and IA *E*. *coli*) for continuous outcomes using nonparametric Kruskal–Wallis test, and, when there was an evidence of significant difference, we proceeded to pairwise comparisons using Dwass–Steel–Critchlow–Fligner (DSCF) multiple comparison adjustments. Wilcoxon signed rank test and Mann–Whitney test were used to test 2 population comparisons as indicated. Fisher exact test for categorical variables were used to determine differences between groups. Results were considered statistically significant for 2-sided *p* < 0.05. Statistical Analysis Software SAS 9.4 (Cary, North Carolina, USA) was used to analyze the data.

### Study approval and ethics statement

All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC; protocol # 22121) at the University of California Davis and endorsed by the University of California, Los Angeles. The committee that reviewed and approved is the UC Davis IACUC.

Care and housing of animals met all IACUC, US Department of Agriculture, and US NIH guidelines for humane macaque husbandry, including the presence of enrichment objects, daily foraging enrichment, and auditory and olfactory access to conspecifics in the same room.

## Supporting information

S1 Fig A schematic overview of the rhesus model of IUI. Pregnant rhesus macaques injected with saline or LPS were surgically delivered 48 hours later, while animals infected with *E*. *coli* had PTL generally about 48 hours after IA *E*. *coli* injection. IA, intra-amniotic; IUI, intrauterine infection/inflammation; LPS, lipopolysaccharide; PTL, preterm labor.
(TIFF)

S2 Fig Chorio-decidua immune cells upon different IA exposures. Chorio-decidua cell suspensions were analyzed by multiparameter flow cytometry. Cell count is expressed per gram of tissue. Data are mean, SEM. A *p*-value for KW nonparametric test is shown in each panel, with post hoc analysis DSCF method. *p < 0.05 between comparators in the post hoc test. Red circles denote animals with PTL, while clear circles denote animals without PTL. See S1 Data for numerical values. DSCF, Dwass–Steel–Critchlow–Fligner; IA, intra-amniotic; KW, Kruskal–Wallis; PTL, preterm labor.
(TIFF)

S3 Fig Flow cytometry phenotype of chorio-decidua cells. Chorio-decidua parietalis cells were scraped, digested with protease/DNAase, and single cell suspensions were used for multi-parameter flow cytometry analysis. Briefly, live cells were first identified by the absence of LIVE/DEAD stain and forward-/side-scatter expression, excluding cell debris. Leukocytes were gated as CD45^+^ cells.
(TIFF)

S4 Fig Inflammatory cytokines in maternal and fetal plasma. **(A)** Maternal plasma and **(B)** fetal cord blood inflammatory cytokine in different rhesus IUI models were measured by multiplex ELISA. Compared to control values, IL6 increased in both LPS and IA *E*. *coli* group, while CCL2 modestly increased in the maternal plasma of IA *E*. *coli* group. In the fetal plasma, IL-6 increased in both IA *E*. *coli* and IA LPS groups compared to saline controls with borderline increase in IL12p40 after IA *E*. *coli*. Data are mean, SEM. A *p*-value using KW nonparametric test is shown in each panel, with post hoc analysis by DSCF method. *p < 0.05 between comparators in the post hoc test. Red circles denote animals with PTL, while clear circles denote animals without PTL. See S1 Data for numerical values. DSCF, Dwass–Steel–Critchlow–Fligner; IA, intra-amniotic; IL-6, interleukin 6; IUI, intrauterine infection/inflammation; KW, Kruskal–Wallis; LPS, lipopolysaccharide; PTL, preterm labor.
(TIFF)

S5 Fig Higher IL-6 and CCL2 mRNA expression and prostaglandins by live *E*. *coli* compared to LPS 16 hours exposure. Rhesus were treated as in S1 Fig, but LPS exposure was for 16 hours prior to surgical delivery. **(A)** Chorioamnion-decidua inflammatory cytokine mRNAs in different rhesus IUI models were measured by qPCR. Average mRNA values are fold increases over the average value for control after internally normalizing to the housekeeping 18S RNA. **(B)** Prostaglandin levels in different rhesus IUI models were measured by multiplex ELISA in the AF. Data are mean, SEM. A *p*-value using KW nonparametric test is shown in each panel, with post hoc analysis by DSCF method. *p < 0.05 between comparators in the post hoc test. Red circles denote animals with PTL, while clear circles denote animals without PTL. See S1 Data for numerical values. DSCF, Dwass–Steel–Critchlow–Fligner; IL-6, interleukin 6; IUI, intrauterine infection/inflammation; KW, Kruskal–Wallis; LPS, lipopolysaccharide; PTL, preterm labor; qPCR, quantitative polymerase chain reaction.
(TIFF)

S6 Fig A schematic of the rhesus treatment models of *E*. *coli*–driven IUI and Abx treatment. The Abx dosing regimen starting 24 hours after IA *E*. *coli* injection to mimic clinical scenario was IM cefazolin 25 mg/k twice daily + IM enrofloxacin 5 mg/k twice daily. Additionally, IA injection of cefazolin (10mg) + IA enrofloxacin (1mg) were given once daily. The animals delivered preterm 2 to 3 days after *E*. *coli* injection (*n* = 6) with the remaining 2 animals delivered surgically at 3 days without PTL. See S1 Data for numerical values. Abx, antibiotics; IA, intra-amniotic; IM, intramuscular; IUI, intrauterine infection/inflammation; PTL, preterm labor.
(TIFF)

S7 Fig *E*. *coli* infection did not cause fever or severe abnormality in the peripheral white blood cell count in the dam. **(A)** Body temperatures were monitored by an implanted subcutaneous chip and readings obtained every 12 hours by telemetry only in *E*. *coli–*infected animals. **(B)** Peripheral white blood cell count is shown for *E*. *coli–*infected animals, LPS-injected animals, and control saline. Data are mean, SEM. A *p*-value for KW nonparametric test is shown in panel B comparing the 5 groups of animals at delivery. Mann–Whitney is shown for comparison between preinjection and delivery in the same set of animals as indicated in panel B. See S1 Data for numerical values. KW, Kruskal–Wallis; LPS, lipopolysaccharide.
(TIFF)

S8 Fig Down-regulated and unchanged GO terms in chorioamnion-decidua by live *E*. *coli*. **(A)** Biological processes significantly down-regulated in chorioamnion-decidua of *E*. *coli* treated animals (DEGs ≤ fold change 1/2) or **(B)** unchanged (fold change 1/2 < × < fold change 2) versus LPS. DEG, differentially expressed gene; GO, gene ontology; LPS, lipopolysaccharide.
(TIFF)

S9 Fig Comparative transcriptomics in chorioamnion-decidua between IA *E*. *coli* exposure with or without PTL. **(A)** PCA of RNA-seq data from chorioamnion-decidua cells showing different clustering based on the presence of PTL. **(B)** Heatmap of genes that are differentially expressed (DEGs) in chorioamnion-decidua cells of animals with PTL versus no PTL. **(C)** Volcano plot displaying genes detected by RNA-seq in chorioamnion-decidua from *E*. *coli* treated animals with PTL compared to no PTL animals. DEG, differentially expressed gene; IA, intra-amniotic; PCA, principal component analysis; PTL, preterm labor; RNA-seq, RNA sequencing.
(TIFF)

S10 Fig Animals undergoing PTL show up-regulated pathways leading to increased inflammatory response. Pie chart displaying DEGs up-regulated (fold change ≥2), unchanged (fold change 1/2 < × < fold change 2) and down-regulated in PTL group (fold change ≤1/2). GO pathways and representative genes in **(A)** up-regulated in animals with PTL, **(B)** down-regulated (DEGs ≤ fold change 1/2), or **(C)** unchanged (fold change 1/2 < × < fold change 2) in *E*. *coli* treated animals with versus without PTL. DEG, differentially expressed gene; GO, gene ontology; PTL, preterm labor.
(TIFF)

S1 Table Animal data and sample sizes.

S1 Data Individual quantitative observations underlying the data summarized in the figures and results.

## Abbreviations

Abx: antibiotics
AF: amniotic fluid
CFU: colony-forming unit
DEG: differentially expressed gene
DSCF: Dwass–Steel–Critchlow–Fligner
FDR: false discovery rate
HIER: heat-induced antigen retrieval
IA: intra-amniotic
IFN: interferon
IgG: immunoglobulin G
IHC: immunohistochemistry
IL-1: interleukin 1
IL-1β: interleukin 1 beta
IL-6: interleukin 6
IL-8: interleukin 8
IM: intramuscular
IRF: interferon regulatory factor
IUI: intrauterine infection/inflammation
LAL: Limulus Amebocyte Lysate Assay
LPS: lipopolysaccharide
mAb: monoclonal antibody
MPO: myeloperoxidase
NF-kB: nuclear factor kappa B
NK: natural killer
NKT: natural killer T
PCA: principal component analysis
PRR: pattern recognition receptor
PTL: preterm labor
qPCR: quantitative polymerase chain reaction
RIN: RNA integrity number
RNA-seq: RNA sequencing
SUMO: small ubiquitin–like modifier
TLR4: Toll-like receptor 4
TNFα: tumor necrosis factor alpha

# Supplementary material for: The induction of preterm labor in rhesus macaques is determined by the strength of immune response to intrauterine infection
**Source:** PLoS Biol. 2021 Sep 8;19(9):e3001385. doi: 10.1371/journal.pbio.3001385
**Supplement:** S1 Table

S1 Table. Animal data and sample sizes.

	Ctrl	LPS 16h	LPS 48h	<i>E. coli</i>	<i>E. coli</i> +<br>Abx ¹
n (total)	21	13	8	5	8
n for sequencing	3	-	3	3	2
n for protein levels	6-21	-	4-7	4-5	5-6
n for RT-PCR	7-15	13	6-8	4-5	4-6
n for flow cytometry	14-19	-	7	5	6
n for RNAscope+IF	3	-	4	5	3
Gestational age at delivery<br>(days, mean±SD)	132±2	131.9±3	132±4	140.3±5	143±4
Maternal weight (kg±SD)	8.9±1.5	8.1±1.7	8.4±1.1	8.8±2.1	10.0±1.2
Fetal weight (g±SD)	331±7	320±38	320±45	356±45	397±57
Sex (M/F)	13/8	5/8	1/7	3/2	3/5

¹ Abx=Antibiotics

Note: it was not always possible to obtain all the tissues/fluids from each animal. The numbers of animals for each experiment are also shown in the corresponding figure.

How the deposited data were processed for this re-analysis (not part of the article)

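RNA from the chorioamnion-decidua of 11 rhesus macaques was sequenced by the authors, with 1 library per animal: 3 control, 3 LPS and 5 E. coli. Each library was assigned to its group by the sample labels, which give 2 E. coli animals without Abx and 3 with Abx, and 3 animals with PTL and 2 without. For the control animals 09 and 19 and the LPS animals 15, 17 and 18 the labels disagree on the animal number but not on the treatment, so their libraries were used by treatment only. The counts were made by the authors, who mapped single-end reads with STAR 2.5.3a and counted reads per gene, and they are whole numbers in the deposited table. The normalized signal values, as deposited by the authors, are the counts of each library divided by 1 number per library, from 22068 of the 22147 genes, the 79 genes absent all being named RPL or RPS. The ratio of counts to normalized counts was constant within each library to within 5.1e-15. The strand setting, the read length and the annotation release are not stated.

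In the count table 6469 rows carry a gene ID in place of a symbol, and 796 of these were given a symbol by the name table. Library totals ran from 27.2 to 66.8 in units of 1000000 counts, and 15561 genes had a count in every library. No 2 libraries were copies of each other, since the smallest median chi-square per gene between 2 libraries was 6.29 where counting alone gives 0.455.

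Genes were tested with edgeR 4.0.16 (quasi-likelihood, robust, TMM, filterByExpr) in R 4.3.3, with all 11 libraries in 1 fit for the comparisons of E. coli, LPS and control and the 5 E. coli libraries for the comparisons by PTL and by Abx. Adjusted p-values are Benjamini-Hochberg over the genes tested, and a gene was called below 0.05. A fold of at least 2 was taken as a log2 fold change of at least 1. Levels are CPM with TMM-scaled library sizes unless stated. Standard errors of log2 fold changes come from the same fit. The 40 gene lists hold 1051 members, of which 934 were found. They were tested with camera from limma 3.58.1 with a preset inter-gene correlation of 0.01, with an estimated correlation and with fry beside it, and adjusted over the lists. Lists needed at least 3 members. For 2 lists between E. coli and LPS, 1 member had no count in 1 group, and with that member at its bound (a floor of 3 counts over the group) the medians were the same, 2.24 for cytosolic ribosomal proteins and -0.09 for endothelium.

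The genes named in the text are those the paper names, the 10 largest rises and the 10 largest falls among called genes with a symbol, no overlap between groups and at least 1 CPM in the lower group, up to 4 members of each list with the smallest p, and any gene behind a count of 5 or fewer. The values of the paper's own tables and figures had been seen when this rule was written. MT-ND6 is weighed as a pattern because of its value.

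Principal components and distances used rlog counts from DESeq2 1.42.0, and groups were compared by the share of squared distance between them with exact permutation tests, or 100000 permutations for all 11 libraries. Alternatives set before the data were examined were size factors by the RLE method, no filter, a stricter filter (a count of 10), DESeq2, limma on log2 normalized counts (plus 1), only the 2 groups in the fit, all 11 libraries in 4 groups, subsets of the E. coli animals by Abx and by PTL, Abx or PTL as a covariate, log2 CPM (prior count 2) or the 500 most variable genes for distances, and leaving out each library in turn. Leaving out genes known to overlap another gene (those not placed were kept), leaving out RPL and RPS genes, TMM scaling in the comparison of single libraries, and the list tests by Abx (camera with the preset and an estimated correlation, fry, and PTL as a covariate), were added after the values were seen. The overlap of genes was taken from RefSeq locations of a newer macaque assembly, in which 15002 genes were matched by symbol. No reads were mapped here, as no reads were available. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

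The procedure was tested on simulated data, with 200 genes changed in counts drawn with edgeR's own dispersions, for which edgeR is thus favored. For E. coli against LPS, edgeR recovered 11.9, 77.6 and 89.4% of genes with log2 changes of 1, 2 and 3, with 2.5% of its calls false, and DESeq2 recovered 44.8, 91.0 and 97.0% with 31.4% false. For PTL, edgeR recovered 9.0, 50.7 and 86.4% and DESeq2 34.3, 85.1 and 97.0%, with 12.6 and 37.7% of calls false.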

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

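The tests of MT-ND6, of the stromal lists, without genes known to overlap and with TMM scaling were chosen after the values were seen. In 62 values tested among the 5 E. coli libraries, on CPM without TMM scaling, a library lay far from the other 4 in 8, where chance gives 3.1 (about 1 in 20). Animal 149 was highest in the mean log2 CPM of 3 lists, at 7.76 for fibroblast and mesenchyme (others 7.04 to 7.16), 4.31 for Notch signaling (others 4.06 to 4.11) and 5.78 for oxidative phosphorylation (others 5.21 to 5.32). It was also highest in log2 CPM of SUMO1 at 4.78 (others 4.22 to 4.38) and of MPO at 1.38 (others -0.14 to 0.16). Animal 150 was lowest in the lists of mRNA splicing at 5.88 (others 6.28 to 6.42) and of immediate early and heat shock genes at 5.41 (others 6.35 to 6.56), and in SUMO3 at 3.92 (others 4.40 to 4.57). With TMM scaling, as used for the CPM of named genes, 3 of 58 values had a library far from the others: MPO (animal 149 highest, 1.18), immediate early and heat shock genes (animal 150 lowest, 5.63) and Notch signaling, for which animal 150 and not 149 was then highest (4.26). SUMO1, SUMO3 and the other 3 lists did not.

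Among genes that the paper does not discuss, 54 cytosolic ribosomal protein genes were called higher in E. coli than in LPS, of which 46 are absent from the authors' normalized table. In addition, 34 genes, all of them in the normalized table and 1 of them among the 54, had at least 5 CPM (without TMM scaling) in each E. coli library and at most 6 counts in all over the 6 LPS and control libraries, and 7 genes showed the reverse. In any other of the 462 splits of the libraries into 5 and 6, the highest such count was 0.

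The first pattern weighed is the set of genes that part E. coli from both LPS and control, 246 higher and 231 lower, with LPS and control within 0.5 of each other on the log2 scale. Of those that could be placed, 54.7% of the higher and 59.4% of the lower genes overlap another gene, against 43.8 to 60.6% and 37.7 to 60.9% in matched lists, but only 55.7 and 29.9% of the sets could be placed, which leaves a difference in strand use between the libraries open. Genes with many processed pseudogenes, chosen without their values, had a median log2 fold change of 0.59 between E. coli and LPS, against -0.04 to 0.15 in matched lists, so reads shared with near-identical copies may account for part of the set. The log2 difference from LPS in Abx animals without PTL over that in animals without Abx had a ratio of 1.00 for the higher and 1.00 for the lower genes. The set holds only genes that part every E. coli library from all the others, which favors a ratio near 1.00. The ratio therefore cannot tell a difference in library preparation from a response to E. coli or from the later gestation. A difference in preparation or counting is thus a candidate explanation that could not be told from a response to E. coli.

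The second pattern is MT-ND6, weighed after its value was seen. Its log2 fold change of -4.91, with the other mitochondrial genes between -0.33 and 0.41, may come from counting without regard to strand in the LPS and control libraries only, since MT-ND6 lies on the strand opposite to its neighbours. The strand setting is not stated, so this is a hypothesis. Over the genes that could be placed, 9.1% of those overlapping another gene on either strand were called between E. coli and LPS. Of the others 9.4% were called. Overlap was scored on whole gene spans of a newer assembly, without regard to strand or exons. These shares therefore cannot tell whether strand use caused the calls. Of the 2817 genes that could not be placed 24.9% were called (702 of the 1904 calls), and whether these overlap another gene is not known. Without the genes known to overlap, edgeR called 1358 of 9003 genes tested, which include the genes not placed.

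The third pattern is the epithelium and trophoblast lists, higher with PTL, with adjusted p = 1.70e-30 and 1.30e-03 from camera, and adjusted p = 0.502 and 0.519 with an estimated correlation and 0.186 and 0.282 from fry. The trophoblast call also ended without animal 149 (adjusted p = 0.0574). The stromal, mesenchymal, muscle and endothelial lists had a pooled median of -0.28, a test chosen after the lists were seen, so a larger share of epithelial and trophoblast tissue in the PTL samples is a candidate explanation that could also move other genes of the comparison. The median of the epithelium list was 2.05 with Abx-treated animals only and 1.89 with all 5, which meets the bound set beforehand against Abx as the cause, but 1 animal with PTL against 2 without gives no spread for it, so Abx stays open.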

How the results depend on the processing

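Alternatives were compared by the side of the 0.05 threshold and the direction, or for counts by a change over 1.5 times, and a direction was counted as reversed only where the list was called in 1 of the settings. Outside leaving out a library, of values for the counts, the shares of distance and the lists of the paper's claims on E. coli against LPS and on PTL, 304 kept their label, 42 counts moved, 18 calls were lost, 9 were gained and 2 reversed. Of values for the other lists and the named genes, 7436 kept their label, 229 calls were lost, 488 were gained and 2 reversed. The cause was not tested, except that subsets and leaving out overlapping genes test fewer animals or genes.

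For E. coli against LPS, DESeq2 gave 2935 genes (1035 lower, 1055 under 2-fold), the animals without PTL alone 1099 (400 lower, 163 under 2-fold), and the count under 2-fold was 379 with only the 2 groups, 283 with Abx animals alone, 960 with PTL animals alone and 390 without overlapping genes. Among lists called only under an alternative were chemotaxis (0.0157 without Abx), IFN (0.021 with no filter, 6.3e-07 without Abx, 0.00471 with PTL), sumoylation (0.00855 by fry) and splicing (0.0255 with no filter, 0.00435 without Abx, 0.0112 with PTL, 0.0448 by fry). Of all 36 lists not called, 10 were called with the animals without Abx alone, 6 with no filter, 4 with those with PTL alone, 2 by fry and 1 with only the 2 groups. Leaving out 1 library gave 1413 to 2393 genes, 553 to 689 higher, 532 to 839 lower and 328 to 865 under 2-fold (371, 343 and 328 without LPS animals 15, 17 and 18), with IFN at 0.01 to 0.807 and splicing at 0.0338 to 0.26, each lowest without animal 150.

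For LPS against control the count was 150 (140 higher, 5 lower) with no filter, 181 (164, 9) with the stricter filter, 1464 (945, 208) by DESeq2, 204 (177, 18) by limma, 0 (0 higher) with only the 2 groups and 1900 (1128, 294) by DESeq2 with only the 2 groups. Leaving out 1 library gave 0 to 416 (0 to 342 higher, 0 to 31 lower), with 257 (245, 4) without LPS animal 18, 252 (214, 21) without animal 149 and 416 without animal 150. For E. coli against control DESeq2 gave 1506 lower, and leaving out overlapping genes 2507 (1089 higher).

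For PTL the count was 4 (3 higher, 1 lower) with no filter, 815 (476, 206, and 133 under 2-fold) by DESeq2 and 561 (162, 152, 247) by DESeq2 on 11 libraries, and 1 without animal 141. By Abx DESeq2 gave 399. Several called lists lost their calls in 4 settings, given as Abx as a covariate, Abx-treated animals only, estimated correlation and fry: cytokines 0.812, 0.723, 0.565, 0.444, NF-kB 0.658, 0.676, 0.565, 0.444, neutrophils 0.898, 0.898, 0.519, 0.405, splicing 0.658, 0.676, 0.565, 0.281, antimicrobial proteins 0.46, 0.456, 0.519, 0.36, pattern recognition 0.812, 0.794, 0.745, 0.573, qPCR mediators 0.756, 0.723, 0.519, 0.397. IFN reversed in the first 2 (0.99, 0.971) and was not called in the others (0.745, 0.576), and chemotaxis reversed in the first 2 (0.828, 0.971). Of 20 lists called by PTL, 7 kept their call with Abx as a covariate. Leaving out animal 147 or 150 ended IFN (0.152, 0.195, lowest 1.63e-07) and splicing (0.132, 0.134, lowest 0.0162), and animal 150 cytokines (0.0632, lowest 2.19e-13). Reversed without animal 150 were pattern recognition (0.512, range 1.33e-05 to 0.512) and monocytes and macrophages (0.0494, range 0.00243 to 0.705), and without animal 149 smooth muscle (0.0214, range 0.0214 to 0.979), proliferation (0.0744, range 2.18e-09 to 0.231) and mitochondrially encoded genes (0.0132, range 0.00924 to 0.78).

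The shares of squared distance were 55.0 to 59.7% for treatment, 41.9 to 50.4% for E. coli against LPS, 42.8 to 48.3% for PTL and 30.7 to 47.7% for Abx over all libraries left out.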

Differences from the paper's values

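The paper gives 3301 genes between E. coli and LPS at an adjusted p under 0.05, and the value here is 1904. Of the alternatives set before the data were examined, DESeq2 (2935), DESeq2 with only the 2 groups in the fit (2545), only the E. coli animals with PTL (2539) and leaving out E. coli animal 149 (2393) came within 1.5 times the paper's value, and the others did not (1099 to 2071). For genes at least 2-fold higher in E. coli the paper gives 1415 and the value here is 638, and no alternative came within 1.5 times, DESeq2 being the nearest at 845. For genes at least 2-fold lower the paper gives 1102 and the value here is 628, with DESeq2 (1035), DESeq2 with only the 2 groups (883), no filter (880), only the E. coli animals with PTL (841) and leaving out animal 149 (839) within 1.5 times and the others not (400 to 658).

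For genes at least 2-fold higher with PTL the paper gives 1331 and the value here is 0, with 2178 genes at an unadjusted p under 0.05 in edgeR. No alternative came within 1.5 times, DESeq2 being the nearest at 476. For the average depth per sample in units of 1000000, the paper gives 20 reads and the counts here average 40.4, for which no alternative was set.

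The paper's pathways are terms enriched among its called genes, whereas camera asks whether a fixed list shifts on average. These measures are unlike, and enrichment among called genes was not tested here. The paper places CXCL3 and type I IFN and chemotaxis pathways among those higher in E. coli than in LPS. Here CXCL3 had adjusted p = 0.104 from edgeR, and DESeq2 (adjusted p = 0.0269), DESeq2 with only the 2 groups (8.26e-03) and leaving out LPS animal 15 (0.0258) called it. The chemotaxis and IFN lists had adjusted p = 0.875 and 0.336 from camera, and the E. coli animals without Abx alone called both (0.0157 and 6.3e-07), as for IFN did no filter (0.021), the animals with PTL alone (4.71e-03) and leaving out animal 150 (0.01). The nucleotide excision repair and iron lists had adjusted p = 0.493 and 0.72, while SUMO1 and FTH1, the genes the paper names for them, were called higher. The paper states that IL6 is higher in E. coli than in LPS, from qPCR of chorioamnion-decidua and of separated amnion in more animals. Its RNAscope placed the IL6-positive cells in the amnion, which is only a part of the tissue sequenced here. In these libraries IL6 had adjusted p = 0.0657 from edgeR and was called by DESeq2 (2.75e-03), DESeq2 with only the 2 groups (5.65e-03), the animals without Abx alone (0.0177), the animals with PTL alone (0.0263) and without animal 149 (0.0279).

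The paper places ubiquitination and acetylation lower in E. coli, and here camera gave adjusted p = 0.72 and 0.895. Of 49 ubiquitin genes 10 were called lower and 4 higher, and of 32 acetylation genes 1 lower and 0 higher. Over all 15818 genes tested, 1904 were called in either direction, with 638 at least 2-fold higher, 628 at least 2-fold lower and 638 under 2-fold. The direction of those under 2-fold was not counted, so the share called lower over all genes is not given. The paper places NF-kB and neutrophil genes in the comparison of E. coli with LPS. Here those lists had adjusted p = 0.875 and 0.829 from camera, and 0.972 each with an estimated correlation. Camera called NF-kB with the animals without Abx alone (4.62e-05) and neutrophils without LPS animal 15 (2.01e-04). It places Notch and T cell differentiation lower with PTL, and here they had adjusted p = 0.594 and 0.766. The paper takes the inflammatory response as similar with and without Abx. It rests this on neutrophil frequency, IL6 by qPCR, and IL-6 and PGE2 in amniotic fluid, in more animals. The 3 Abx libraries here include both Abx animals that the paper reports without PTL, so the comparison holds part of the difference by PTL. In it NF-kB, cytokine and neutrophil lists were lower with Abx (adjusted p = 7.16e-51, 3.81e-20 and 7.76e-23 from camera). With an estimated correlation they had adjusted p = 0.157, 0.157 and 0.144, and edgeR called 0 genes. The paper's text gives 3 E. coli and 2 E. coli + Abx libraries, and the sample labels give 2 and 3.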

Other observations

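Between 3 LPS and 3 control animals, lists of several immune cells and of proliferation were higher after LPS, and that of NK cells was not called (adjusted p = 0.392 from camera). Neutrophil genes had a median log2 fold change of 4.34, with 1 of 27 called higher, 0 lower and 26 not passed (21 higher when adjusted over the list alone), adjusted p = 2.47e-13 from camera and adjusted p = 0.284 with an estimated correlation. Monocyte and macrophage genes had 1.76, with TYROBP, CD68 and MS4A7 called of 18 (17 higher when adjusted over the list alone), adjusted p = 1.95e-21 and adjusted p = 0.127 with an estimated correlation. Chemotaxis genes had 2.43 (adjusted p = 1.53e-16, and adjusted p = 0.127 with an estimated correlation) and proliferation genes 2.18, with 0 of 25 called over all genes and 22 higher when adjusted over the list alone (adjusted p = 9.47e-14, and adjusted p = 0.295 with an estimated correlation). T cell genes had 1.65, with 0 of 15 called over all genes and 8 higher when adjusted over the list alone (adjusted p = 2.77e-09, and adjusted p = 0.27 with an estimated correlation), and B and plasma cell genes 1.36 (adjusted p = 0.0352, and adjusted p = 0.495 with an estimated correlation). CSF3R, the receptor for granulocyte colony-stimulating factor, had 5.26 (standard error 0.831, adjusted p = 0.0395 from edgeR), and NR1H3, a lipid-sensing nuclear receptor of macrophages, had 2.61 (standard error 0.32, adjusted p = 0.037).

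In all, 22 of 40 lists were called between LPS and control, 19 higher and 3 lower, the lower ones being epithelium (19 of 24 members lower on average, adjusted p = 5.75e-04), trophoblast (-0.69, adjusted p = 0.0488) and fibroblast and mesenchyme, called lower by camera (adjusted p = 0.038) although 10 of its 20 members were higher on average and its median was 0.01, and 0 of the 22 calls held with an estimated correlation. Of single genes edgeR called 37, all at least 2-fold higher, and DESeq2 1464. The 37 depend on the libraries in the fit: 0 were called without control animal 09, 19 or 20, LPS animal 15 or 17 or E. coli animal 141, 146 or 147, and 257, 252 and 416 without LPS animal 18, E. coli animal 149 and E. coli animal 150.

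Between 5 E. coli and 3 control animals edgeR called 3955 genes, 1670 at least 2-fold higher and 951 at least 2-fold lower. Splitting the same libraries in every other way tested whether counts of this size arise by chance. Of 56 splits of the E. coli and LPS libraries, 1 called as many as 1904 genes, the real split, and the highest other called 128. For E. coli and control 1 of 56 splits called as many as 3955, and the highest other called 2. For LPS and control 1 of 10 called as many as 37 and the highest other called 1, but 10 splits are too few to tell. In the splits with E. coli, gestational age and the ending of the library names move with treatment, so these counts do not tell them apart. The sequencing run of each library is not given.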
